# GDF15 is associated with thyroid cancer progression and may modulate thyroid cancer cell senescence in a p53-dependent manner

**DOI:** 10.3389/fendo.2025.1675245

**Published:** 2025-10-08

**Authors:** Jingyu Ma, Zishuo Liu, Rui Hua, Changyuan Ding, Zhenpeng Yang, Weili Liang, Bin Lv

**Keywords:** thyroid cancer, GDF15, cell senescence, p53 pathway, cancer progression

## Abstract

**Background:**

Thyroid cancer, the most prevalent endocrine malignancy, poses significant therapeutic challenges due to its heterogeneous biological behavior. Growth differentiation factor 15 (GDF15), a stress-responsive cytokine, is implicated in tumor progression and senescence regulation in various cancers. However, its role in thyroid cancer, particularly its interaction with the p53 signaling pathway, remains poorly understood. This study aimed to investigate the functional contribution of GDF15 to thyroid cancer progression and its regulatory mechanism in cancer cell senescence.

**Methods:**

Public datasets and clinical specimens were analyzed to evaluate GDF15 expression patterns and their clinical significance. *In vitro* models were established using human thyroid cancer cell lines. GDF15 expression was modulated through siRNA-mediated silencing. RT-qPCR and Western blotting were employed to evaluate the expression levels of target molecules. Functional assays were conducted to assess proliferation (CCK-8, colony formation) and migration/invasion (transwell, cell scratch assay). Cellular senescence was evaluated by measuring β-galactosidase activity, γ-H2AX expression, and senescence-associated secretory phenotype factors. The dependency on p53 was elucidated through siRNA-mediated knockdown of p53. Mechanistic investigations were performed using RNA sequencing and Western blotting.

**Results:**

Compared with adjacent normal tissues, GDF15 was significantly upregulated in thyroid cancer tissues and correlated with lymph node metastasis status. Knockdown of GDF15 suppressed proliferation, migration, and invasion while inducing cellular senescence. RNA sequencing revealed that GDF15 silencing activated the p53 signaling pathway and upregulated p53 expression. Rescue experiments utilizing p53 siRNA partially reversed GDF15-mediated senescence.

**Conclusions:**

GDF15 is implicated in the progression of thyroid cancer and potentially modulates cellular senescence through a p53-dependent mechanism, underscoring its dual functionality as both a pro-tumorigenic driver and a senescence regulator. These findings establish the potential of GDF15 as a therapeutic target and prognostic biomarker in thyroid cancer, providing novel insights developing senescence-centered therapeutic strategies.

## 1 Introduction

Thyroid carcinoma (TC) represents the most frequently diagnosed malignancy within the endocrine system (1). In recent years, the incidence of thyroid cancer has increased rapidly due to advancements in detection and diagnostic technologies, as well as environmental and lifestyle changes (2). Recent studies indicate that thyroid cancer currently ranks third among malignant tumors in Chinese women (3), posing an urgent public health concern. Although most patients with thyroid cancer exhibit favorable prognoses, some still develop extensive lymph node metastasis, extrathyroidal extension, or even distant organ metastasis (4, 5), factors that significantly impair patients’ quality of life and overall survival (6). Therefore, elucidating the molecular mechanisms underlying thyroid cancer progression is critical for identifying diagnostic and therapeutic molecular targets.

Growth differentiation factor 15 (GDF15), a secreted cytokine belonging to the trans-forming growth factor-beta (TGF-β) family, plays pivotal roles in diverse physiological and pathological processes (7, 8). Accumulating evidence highlights its involvement in tumor initiation, progression, and metastasis (9–12). Additionally, GDF15 is closely associated with cellular senescence (13). While genomic studies have suggested GDF15’s potential role in thyroid carcinogenesis and progression, its functional mechanisms have not been fully characterized mechanistically (14, 15).

p53, renowned as the “guardian of the genome,” is a critical tumor suppressor gene in humans. It monitors cellular stress signals—including DNA damage, oncogene activation, and oxidative stress (16, 17)—to regulate downstream target genes, thereby inducing cell cycle arrest, DNA repair, and senescence (18).

Cellular senescence refers to an irreversible cell cycle arrest accompanied by morpho-logical alterations, functional impairments, and secretory profile changes. This state can be induced by diverse intrinsic and extrinsic factors, including telomere shortening, DNA damage, epigenetic dysregulation, and mitochondrial dysfunction. Closely linked to carcinogenesis, senescence acts as a barrier to tumorigenesis but may also facilitate tumor progression under specific contexts (19). Senescent cells exhibit universal hall-marks, including morphological alterations, cell cycle arrest, elevated senescence-associated β-galactosidase (SA-β-Gal) activity, and a senescence-associated secretory phenotype (SASP) (20).

Currently, surgical resection, radioactive iodine (RAI) therapy, and targeted therapy serve as primary strategies for thyroid cancer management. However, their therapeutic efficacy is often limited in advanced cases due to metastasis or drug resistance (4, 6). Recent studies have revealed that cellular senescence reactivation may overcome these therapeutic limitations (21). Previous studies have confirmed that GDF15 promotes thyroid cancer progression through mitochondrial stress and the STAT3 pathway (22). However, whether GDF15 coordinates thyroid carcinogenesis via additional signaling pathways (e.g., p53-dependent mechanisms), particularly its interplay with cellular senescence, remains unexplored. In this study, we observed upregulated GDF15 expression in thyroid cancer tissues compared to normal counterparts. GDF15 levels correlated with cancer cell proliferation, migration, and invasion. Knockdown of GDF15 promoted p53 expression by activating the p53 signaling pathway, thereby triggering cellular senescence. The critical role of the GDF15-p53 axis in senescence regulation identified in this study suggests that targeted inhibition of GDF15 could potentially restore p53-mediated senescence in tumor cells, thereby suppressing tumor progression and improving responsiveness to conventional therapies. Our findings highlight GDF15 as a pivotal contributor to thyroid cancer advancement, positioning it as both a promising diagnostic biomarker and a potential therapeutic target to address the unmet clinical needs in refractory thyroid cancer management.

## 2 Materials and methods

### 2.1 Patients and tumor specimens

A total of 33 thyroid carcinoma tissues and paired adjacent non-cancerous tissues were collected from patients undergoing thyroidectomy at Qilu Hospital of Shandong University between March 2024 and August 2024(**Supplementary Table S1**). Patients with histologically confirmed thyroid carcinoma were included, whereas those presenting a history of concurrent or secondary malignancies were excluded. Written informed consent was obtained from all participants prior to surgical intervention. This study was approved by the Ethics Committee of Qilu Hospital, Shandong University (Approval No. KYLL-202401-041) in accordance with the Declaration of Helsinki principles.

### 2.2 Cell lines and cell culture

Thyroid cancer cell lines TPC-1 was gained from Qilu Hospital. KHM-5M cells were kindly provided by Stem Cell Bank, Chinese Academy of Sciences. The cell lines were authenticated via short tandem repeat (STR) profiling. Mycoplasma testing was conducted monthly. Cells were cryopreserved within 5 passages after subculturing and used within 20 post-thaw passages. Cells were maintained in DMEM (Gibco, Grand Island, NY,USA) supplemented with 10% FBS Gib-co, Grand Island, NY,USA) and 1% penicillin-streptomycin (Gibco, Grand Island, NY,USA), under standard culture conditions at 37 °C with 5% CO_2_ humidified atmosphere.

### 2.3 Bioinformatics analysis of GDF15 expression

The Gene Expression Profiling Interactive Analysis (GEPIA) platform (http://gepia.cancer-pku.cn/) was utilized to examine gene expression patterns, synthesizing RNA sequencing datasets from The Cancer Genome Atlas (TCGA) and Genotype-Tissue Expression (GTEx) initiatives (23). To evaluate differential expression of GDF15 in thyroid cancer, we selected the TCGA-THCA cohort (tumor tissues, n=502) and GTEx thyroid normal tissues (n=337) for comparative analysis. Box plots were generated to visualize expression distribution between tumor and normal groups.

The Tumor Immune Estimation Resource (TIMER) web tool (https://cistrome.shinyapps.io/timer/) was employed to assess immune infiltration levels across cancers (24). In this study, its “Diff Exp” module specifically determined pan-cancer expression patterns of GDF15.

UALCAN database (http://ualcan.path.uab.edu/), a comprehensive portal for cancer transcriptome and clinical data analysis, was utilized to examine GDF15 expression in the “Thyroid carcinoma” dataset through its “Expression Analysis” module (25). Clinicopathological correlations of GDF15 expression were further analyzed based on cancer stage, patient gender, lymph node metastasis status and age subgroups.

### 2.4 Quantitative real-time PCR assay

Total RNA was extracted using the RNAfast 200 Kit (Fastagen, Shanghai, China), followed by cDNA synthesis with HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China). Quantitative PCR was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) on a LightCycler 480 Instrument II (Roche, Switzerland). The thermal cycling protocol consisted of an pre-incubation at 95 °C for 30 sec, followed by amplification in 40 cycles of 10 sec at 95 °C and 30 sec at 60 °C. GAPDH served as the endogenous control for normalization. Relative mRNA expression levels were calculated using the 2^-ΔΔCt^ method. Each sample was run in triplicate. The specific primer sequences are provided in **Table 1**.

**Table 1:** Primers sequences.

Genes	Forward	Reverse
GDF15	CAACCAGAGCTGGGAAGATTCG	CCCGAGAGATACGCAGGTGCA
GADPH	GGAGCGAGATCCCTCCAAAAT	GGCTGTTGTCATACTTCTCATGG
TP53	CCTCAGCATCTTATCCGAGTGG	TGGATGGTGGTACAGTCAGAGC
IL6	AGACAGCCACTCACCTCTTCAG	TTCTGCCAGTGCCTCTTTGCTG
IGFBP3	CGCTACAAAGTTGACTACGAGTC	GTCTTCCATTTCTCTACGGCAGG
CXCL1	AGCTTGCCTCAATCCTGCATCC	TCCTTCAGGAACAGCCACCAGT
CXCL2	GGCAGAAAGCTTGTCTCAACCC	CTCCTTCAGGAACAGCCACCAA
CXCL3	TTCACCTCAAGAACATCCAAAGTG	TTCTTCCCATTCTTGAGTGTGGC

### 2.5 Western blot

The cells or tissues were lysed on ice using RIPA buffer (Beyotime, Shanghai, China) supplemented with the ProteLytic Protease and Phosphatase Inhibitor Cocktail (NCM Biotech, Suzhou, China). Following lysis, cellular debris was removed by centrifugation at 13,000 × g (5 min, 4 °C). The clarified supernatants were mixed with SDS-PAGE loading buffer (20% final concentration) and denatured by boiling at 95 °C for 5 min. Proteins were resolved on 10% Bis-Tris gels (Epizyme, Shanghai, China) using constant voltage (80V) for 2 h through discontinuous electrophoresis. Electrophoretic transfer onto PVDF membranes (0.2 μm pore size; Millipore, USA) was performed using standard wet conditions. After blocking with 5% non-fat milk, membranes underwent sequential incubation with: (1) primary antibodies (overnight at 4 °C) and (2) HRP-conjugated secondary antibodies (1 h at room temperature). Signal detection was achieved using enhanced chemiluminescence ECL reagent(Millipore, Billerica, MA, USA) following manufacturer’s protocols. Primary antibodies included GDF-15 polyclonal antibody (1:20000, cat.no. 27455-1-AP), p53 polyclonal antibody (1:20000, cat.no.10442-1-AP), Lamin B1 Polyclonal antibody (1:50000, cat.no.12987-1-AP) and β-tubulin polyclonal antibody (1:10000, cat.no.10094-1-AP) were purchased from Proteintech (Wuhan, China).

### 2.6 Immunohistochemical (IHC) analysis

Paraffin-embedded tissue sections underwent sequential dewaxing using xylene followed by rehydration through an ethanol gradient. Endogenous peroxidase activity was quenched with 3% hydrogen peroxide. Heat-mediated antigen retrieval was conducted in 10 mM sodium citrate buffer (pH 6.0) for epitope exposure. After blocking non-specific binding sites for 60 min at ambient temperature, primary antibodies were applied and maintained at 4 °C for 16–18 h. Following PBS washes (3 × 5 min), horseradish peroxidase-conjugated secondary antibodies were incubated for 30 min at 25 °C. Chromogenic development was achieved using a commercial DAB detection kit (Servicebio, Wuhan, China), with microscopic evaluation of staining intensity. Quantitative analysis of immunohistochemical results was performed using the Aipathwell digital pathology platform (Servicebio, Wuhan, China).

### 2.7 Cell viability assay

Cell proliferation rates were quantified using the CCK-8 assay (SuperKine™ Maximum Sensitivity Cell Counting Kit-8, Abbkin, China). Cells were initially plated in 96-well culture plates at 2×10³ cells/well and allowed to attach. Following the manufacturer’s guidelines, 10 μL CCK-8 reagent was added per well, and plates were incubated under standard culture conditions (37 °C, 5% CO_2_) for 2h. Cellular metabolic activity was determined by measuring optical density (OD) at 450 nm using a microplate reader.

### 2.8 Cell colony formation assay

Cells in exponential growth phase were plated at 3×10³ cells/well in 6-well culture plates. Cultures were incubated under physiological conditions (37 °C, 5% CO_2_) for 14–20 days until macroscopic colony formation was evident. Colonies were then immobilized with 4% paraformaldehyde (PFA) and visualized through 1% crystal violet staining. The number of cell colonies was counted using Image J software version 8.0.

### 2.9 Small interfering RNA (siRNA) transfection

Cells were seeded in 6-well plates at 2×10^5^ cells per well and cultured overnight. The following day, the medium was replaced with serum-free medium containing siRNA-Lipofectamine 2000 complexes (Thermo Fisher Scientific, Waltham, MA, USA), followed by incubation under standard conditions. The knockdown efficiency of siRNAs was tested by RT-qPCR and western blot analysis. The target siRNA was synthesized by Gemma Genetics (Suzhou, China), with specific sequences provided in **Table 2**.

**Table 2:** The siRNA sequences.

Name	Sense	Antisense
Negative control	UUCUCCGAACGUGUCACGUTT	ACGUGACACGUUCGGAGAATT
siGDF15	AUCCCAUGGUGCUCAUUCATT	UGAAUGAGCACCAUGGGAUTT
sip53	CCACCAUCCACUACAACUATT	UAGUUGUAGUGGAUGGUGGTT

### 2.10 Transwell migration and invasion

Transwell chambers (Corning, NY, USA) were utilized for migration and invasion assays. The upper chamber was filled with serum-free medium, while the lower chamber contained medium supplemented with 10% fetal bovine serum (FBS). For migration assays, 3×10^4^ cells were seeded in the upper chamber. For invasion assays, 1×10^5^ cells were suspended in Ceturegel^®^ Matrix LDEV-Free (Yeasen, Shanghai, China)-coated upper chambers. After 24 h incubation under standard culture conditions, migrated/invaded cells on the membrane underside were fixed with 4% paraformaldehyde, stained with 1% crystal violet for 15 min, and quantified by ImageJ software version 8.0.

### 2.11 Cell scratch assay

Cells were seeded in 6-well plates at 1×10^5^ cells per well and allowed to form a confluent monolayer within 12h. A straight scratch wound was generated across the monolayer using a sterile 200-μL pipette tip. Following this, cells were washed twice with PBS to remove detached cells, and fresh serum-free medium was added. Images of the wound area were captured at predefined time points under an inverted microscope, and migration efficiencies are compared.

### 2.12 RNA-seq analysis

Total RNA was isolated from siGDF15 and negative control cells using TRIzol reagent (Invitrogen, USA). Three biological replicates per group were sent to LC-Bio Technology CO., Ltd (Hangzhou, China) for sequencing library preparation. RNA concentration and purity were assessed using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA) and Bioanalyzer 2100 (Agilent, CA, USA). High-quality RNA samples with RNA integrity number (RIN) >7.0 were selected for library construction. Transcriptome sequencing was performed on the Illumina NovaSeq™ 6000 platform (LC-Bio) with paired-end 150 bp (PE150) sequencing mode. The average RNA-seq depth was 42 million reads per sample. Gene assembly and transcript quantification were conducted using StringTie software (https://ccb.jhu.edu/software/hisat2) with fragments per kilobase of transcript per million mapped reads (FPKM) values. Differentially expressed genes (DEGs) were identified using thresholds of |log2(fold change)| ≥1 with statistical significance (p-value <0.05;corrected for multiple testing). Functional annotation of DEGs was performed through Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, and Gene Set Enrichment Analysis (GSEA). The RNA-seq data was uploaded to the GEO section of the NCBI web server. The GEO accession number was GSE307253.

### 2.13 LinkedOmics analysis

LinkedOmics platform (http://www.linkedomics.org) is a multi-omics resource integrating 32 TCGA-derived cancer datasets (26). The GSEA module within LinkedOmics was employed to identify significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways associated with GDF15 expression in the TCGA-THCA cohort. This approach evaluates coordinated upregulation or downregulation of predefined gene sets, thereby overcoming the limitations of single-gene analyses. KEGG pathway annotations were utilized to map biological interactions and metabolic networks, with pathway visualization highlighting hierarchical relationships. The grade standards were as follows: false discovery rate<0.05; number of simulations: 500.

### 2.14 Protein–protein interaction network and molecular docking

The STRING database(http://string-db.org) was used to construct the protein-protein interaction (PPI) network of GDF15 (27). PPI pairs with an interaction score >0.40 were chosen to be visualized. In the molecular docking section, the corresponding amino acid sequences were retrieved from the RCSB PDB database (http://www.rcsb.org/).

### 2.15 β-Galactosidase staining

Cells were quantified, harvested, and seeded into 6-well plates at a density of 1 × 10^5^ cells per well, followed by incubation under standard culture conditions for 12 hours. After two washes with PBS, adherent cells were fixed with 4% paraformaldehyde at room temperature for 15 min, washed three times with PBS, and stained for SA-β-Gal activity using a commercial kit (C0602, Beyotime) according to the manufacturer’s protocol (28). SA-β-Gal-labeled cells were incubated at 37 °C with the working solution of β galactosidase plus X-Gal for 12 h. After final PBS washes to remove residual stain, senescence-positive cells were visualized and documented using an Axio Scope A1 micro scope (Zeiss, Germany) at a magnification of 20×, with their counts normalized to the total cell number. All experiments were conducted in triplicate.

### 2.16 γ-H2AX immunofluorescence

Cells were seeded into 6-well plates. DNA damage was evaluated using a commercial γ-H2AX immunofluorescence assay kit (C2035S, Beyotime) according to the manufacturer’s protocol (29). Briefly, after fixation with 4% paraformaldehyde, cells were blocked with immunostaining blocking solution at room temperature for 10 min and incubated with anti-γ-H2AX rabbit monoclonal antibody (C2035S-4, Beyotime) overnight at 4 °C. Nuclei were counterstained with DAPI (C2035S-6, Beyotime). A fluorescence microscope (Axio Scope A1 micro scope, Zeiss, Germany) was employed for observation and data recording. All experiments were performed with three replicates.

### 2.17 Statistical analysis

Quantitative data were analyzed using GraphPad Prism v9.0 (GraphPad Software, CA, USA) and expressed as mean ± SD. Group comparisons were assessed by unpaired two-tailed Student’s t-test. For multi-group comparisons, statistical differences were evaluated using one-way ANOVA with Tukey’s *post-hoc* tests. Statistical significance was defined as p < 0.05.

## 3 Results

### 3.1 GDF15 is highly expressed in thyroid cancer and associated with lymph node metastasis

To identify key genes involved in thyroid carcinogenesis and progression, we first performed transcriptome analysis on five pairs of thyroid cancer and adjacent normal tissues. The results revealed significant upregulation of GDF15 in tumor tissues com-pared with normal counterparts (**Supplementary Figure S1A**). Analysis using the GEPIA database confirmed higher GDF15 mRNA expression in thyroid cancer (**Figure 1A**). Further investigation through the TIMER database demonstrated elevated GDF15 expression across multiple cancers, with particularly high levels in thyroid cancer (**Figure 1C**). UALCAN analysis showed no significant correlation between GDF15 expression and patient gender, age, or tumor stage, but identified a strong association with lymph node metastasis status (**Figure 1B**; **Supplementary Figure S1B**).

**Figure 1:**
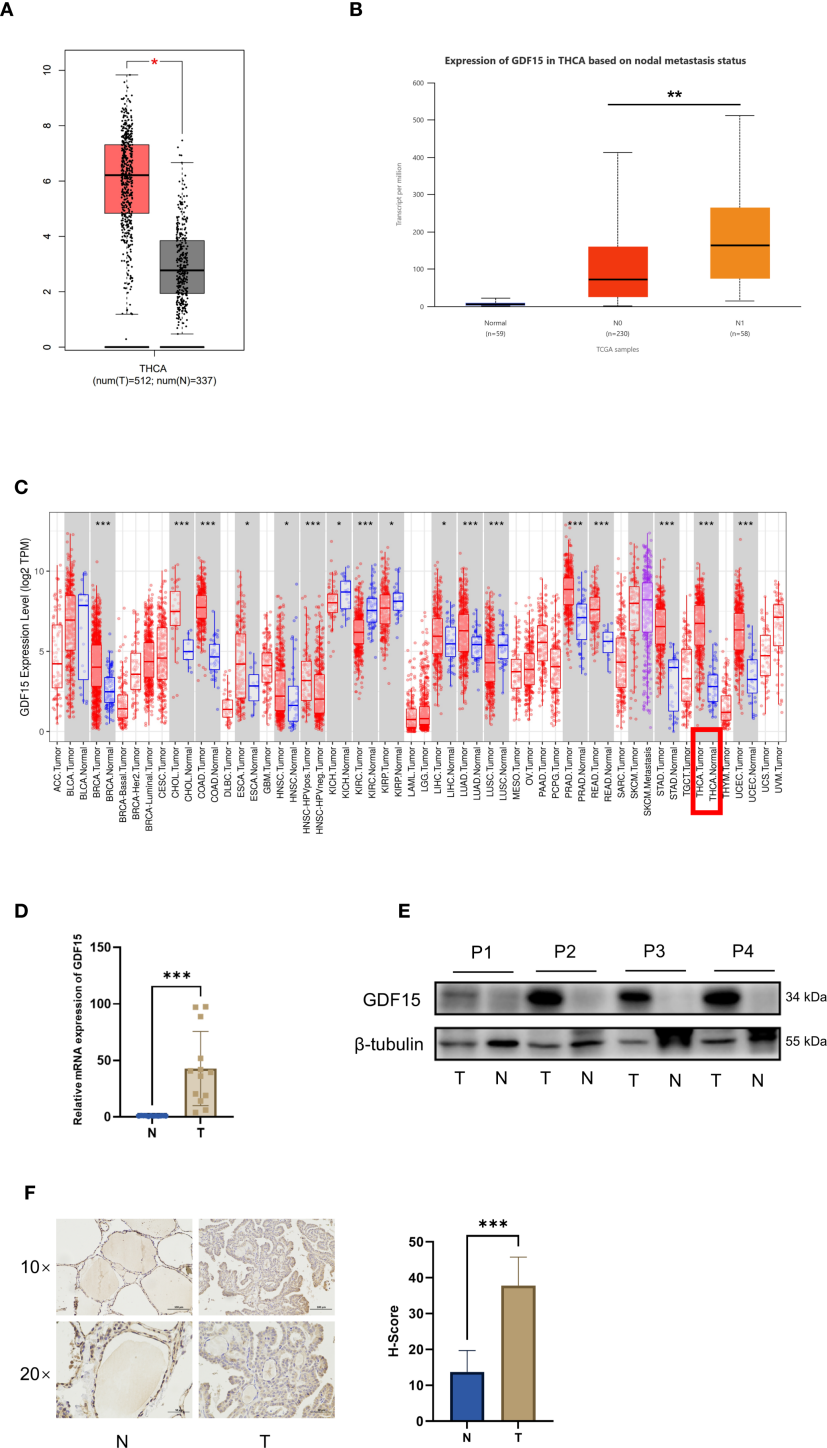
Expression of GDF15 in thyroid cancer and precancerous tissues, and its relationship with clinicopathologic parameters. **(A)** Expression of GDF15 in tumor tissue (red) and adjacent normal tissue (gray), analyzed by GEPIA; **(B)** Expression of GDF15 in TC based on lymph node metastatic status analyzed by UALCAN **(C)** Human GDF15 expression levels in different tumor types from TCGA database were determined by TIMER **(D)** mRNA expression of GDF15 in human thyroid cancer and precancerous tissues (n=12,*p<0.05, **p<0.01, ***p<0.001); **(E)** Determination and quantification of GDF15 protein levels in PTC tissues and paired nontumor tissues by western blotting (T refers to tumor, and N refers to nontumor); **(F)**. Representative immunohistochemistry staining of GDF15 in TC tissues (scale bar, 50 µm, 100 µm) and quantitative analysis of immunohistochemical results (n=6,*p<0.05, **p<0.01, ***p<0.001).

Consistent with bioinformatics findings, qRT-PCR analysis confirmed markedly higher GDF15 mRNA levels in clinical thyroid cancer specimens than in adjacent normal tis-sues (**Figure 1D**). Western blot and immunohistochemistry (IHC) further validated elevated GDF15 protein expression in tumor tissues (**Figures 1E, F**). Collectively, these results demonstrate that GDF15 is overexpressed in thyroid cancer compared to non-cancerous controls, suggesting its potential involvement in thyroid tumorigenesis and progression.

### 3.2 Knockdown of GDF15 suppresses proliferation, migration, and invasion in TC cells

To further investigate the functional role of GDF15 in thyroid cancer progression, siRNA-mediated knockdown of GDF15 was performed in thyroid cancer cell lines TPC-1 and KHM-5M. qRT-PCR and Western blot analyses confirmed a significant re-duction in GDF15 expression at both mRNA and protein levels post-knockdown (**Figure 2A**). Colony formation assays revealed that GDF15 silencing markedly suppressed the colony-forming capacity of thyroid cancer cells (**Figure 2B**). CCK-8 cell proliferation assays demonstrated attenuated proliferation in GDF15-deficient cells. To evaluate the impact of GDF15 knockdown on migratory and invasive abilities, wound healing and Transwell assays were conducted. The results demonstrated that GDF15 depletion significantly inhibited the migration and invasion capabilities of thyroid cancer cells (**Figures 2C, D**). These findings collectively demonstrate the critical involvement of GDF15 in regulating proliferation, migration, and invasion in thyroid cancer cells.

**Figure 2:**
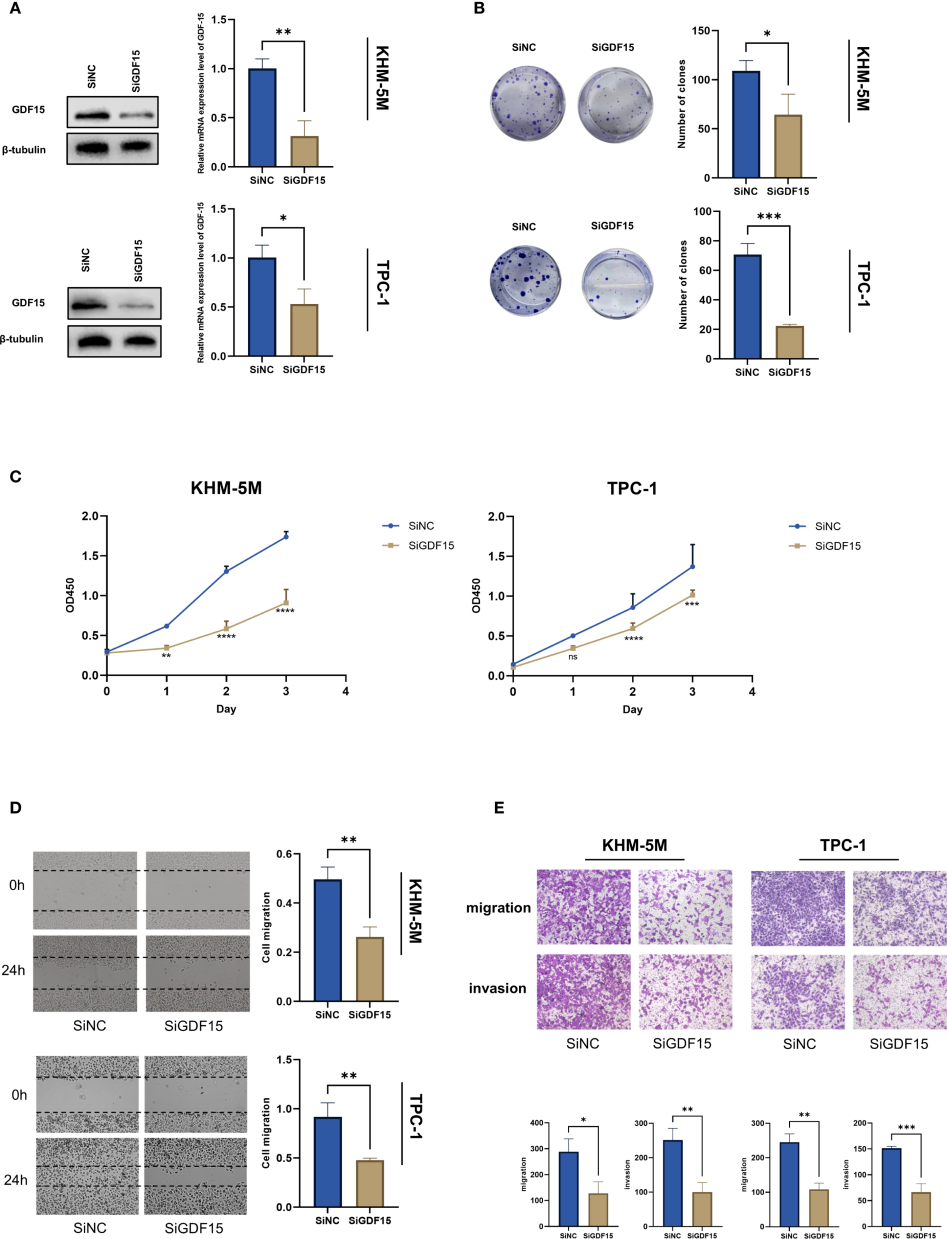
GDF15 knockdown suppresses TC cell proliferation, migration and invasion. **(A)** Western blot analysis of S1PR1 expression in negative control and GDF15 knockdown cells; **(B)** The proliferation capacity of TC cells treated with since or siGDF15 was detected by colony formation assays; **(C)** CCK8 assay was used to detect the proliferation ability of negative control and GDF15 knockdown cells. Counting was performed on days 1, 2, and 3 after inoculation; **(D)** Scratch test analysis of the migration ability of GDF15 knockdown cells; **(E)** Invasion and migration assays were conducted to evaluate the effect of GDF15 knockdown on the metastatic ability of TC cells (magnification 200×). For all studies n=3. Data are presented as means ± SD. Bar chart data were compared by Student’s t-test or ANOVA (ns = not significant, * p < 0.05, ** p < 0.01, and *** p < 0.001, **** p < 0.0001).

### 3.3 Knockdown of GDF15 upregulates p53 expression in TC cells

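Cells of 1 thyroid cancer line transfected with an siRNA against GDF15 (siGDF15) were compared with control cells (NC), and their poly(A) RNA was sequenced in 3 libraries per group as read pairs of 150 bases. The paper's methods name negative control cells and Table 2 lists a negative control siRNA, the legend of Fig. 3D names vector control cells, and the description deposited with the samples names a blank control. Whether the NC cells received an siRNA was not settled here. The labels of the deposited samples name the cell line KHM-5M for all 6 libraries, whereas the legend of Fig. 3A names TPC-1, and which of these lines was sequenced was not settled from the values. The authors quantified transcripts with StringTie and deposited an FPKM value (fragments scaled by transcript length and by the mapped fragments of the library) and an expected count for each of 34738 genes in each library. The expected counts were worked out by the authors from the coverage of transcripts and were not normalized. They summed to between 67569576 and 68025163 in the NC libraries and to between 51738814 and 67793417 in the siGDF15 libraries, with medians of 67754472 and 67672774. The paper gives an average depth of 42000000 reads per library, and the values here use the expected counts. Among counts from 1 to 20 the most frequent value was 4, so 1 read pair was taken as 4 counts. The total was similar in 5 libraries and lower in siGDF15 replicate 2, which had 51738814 counts. A count of 0 allows for up to 3 read pairs, or 12 counts. This limit covers counting error only. Differences between siGDF15 and NC were tested with edgeR's quasi-likelihood test on the expected counts after TMM normalization, with Benjamini-Hochberg adjustment over the 11867 genes with a mean FPKM of at least 1.
GDF15 (ENSG00000130513) lies on the plus strand of chromosome 19 of GRCh38 from 18374731 to 18389176. The siRNA targets the sequence ATCCCATGGTGCTCATTCA, which lies from 18388847 to 18388865 in exon 2 of the 2 exons of transcript ENST00000252809.3, within the coding sequence. Of 206694 annotated transcripts searched, those of GDF15 were the only ones with a full match to this sequence, and the control siRNA of Table 2 had a full match in none. GDF15 was expressed at 22.4, 19.3 and 23.1 FPKM in the NC libraries and at 10.8, 10.5 and 10.7 FPKM in the siGDF15 libraries. The means were 21.6 ± 2.03 FPKM (SD, n = 3) in NC and 10.7 ± 0.166 FPKM (SD, n = 3) in siGDF15. The log2 fold change of GDF15 was -0.92 (standard error 0.079, adjusted p = 2.4e-05 from edgeR), a fall larger than the spread between replicates. Every siGDF15 library was below every NC library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -0.997 and -0.861. Among the other settings, scaling by the total count without TMM moved it most, to -1.02.

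**Figure D1:**
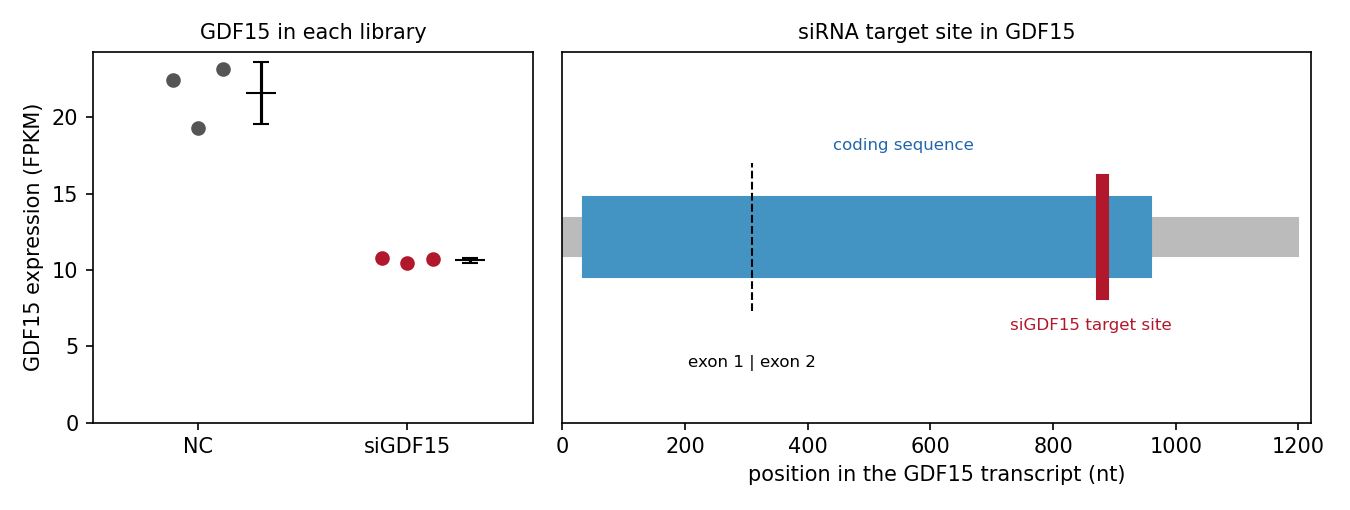
Left, GDF15 expression in FPKM in each library of the NC and siGDF15 groups, with the mean and SD of the 3 libraries as a bar beside the points. Right, the GDF15 transcript in nucleotides from its 5′ end, with the coding sequence from position 33 to 959 in blue, the border between exons 1 and 2 as a dashed line and the siRNA target site from position 871 to 889 in red. The siGDF15 libraries lie between 10.5 and 10.8 FPKM and the NC libraries between 19.3 and 23.1 FPKM.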

To further explore the downstream molecular mechanisms by which GDF15 contributes to thyroid cancer progression, we performed transcriptome sequencing analysis of gene expression changes in GDF15-knockdown cell lines. Heatmap visualization revealed substantial alterations in downstream gene expression profiles upon GDF15 silencing compared with controls (**Figure 3A**). 

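Of the 11867 genes tested, 7286 (61.4%) had an adjusted p-value under 0.05, of which 3565 were higher and 3721 lower in the siGDF15 group. The share of higher genes among them, 48.9%, depended on the scaling. It was 36.6% when counts were scaled by their total without TMM and 55.8% with each library scaled to the same median. For 67.9% of the tested genes, all 3 siGDF15 libraries lay on one side of all 3 NC libraries, where chance gives 10%. The first principal component of the log2 CPM (counts scaled by library size) carried 71.9% of the variance and separated the groups. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM was between 0.984 and 0.991 for libraries of the same group and between 0.946 and 0.956 for libraries of different groups. Of the 5 largest rises among differentially expressed genes whose libraries separated by group, 4 were in histone genes on chromosome 6. H2BC4 (ENSG00000180596, chromosome 6 from 26114873 to 26123926) rose from 1.56 ± 0.441 FPKM (SD, n = 3) to 26.3 ± 2.13 FPKM (SD, n = 3), a log2 fold change of 4.15 (standard error 0.18, adjusted p = 9.0e-07 from edgeR). H2AC6 had a log2 fold change of 3.44, H2BC8 of 3.31 and H2BC5 of 3.24. The remaining gene was CLIC3 (chromosome 9 from 136994608 to 136996568), with a log2 fold change of 3.70. The 5 largest falls were in 4 genes that the files list by identifier only and in a Y_RNA gene, none of them annotated as protein-coding and all with a mean of under 5 FPKM in NC. The lncRNA gene ENSG00000267062 had between 103 and 104 counts in the NC libraries and 0 in each siGDF15 library, so it was at least 7.26-fold lower in siGDF15. ENSG00000288710 fell from 2.07 ± 0.265 FPKM (SD, n = 3) to 0.115 ± 0.0776 FPKM (SD, n = 3), a log2 fold change of -4.08 (standard error 0.44, adjusted p = 7.9e-05 from edgeR).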

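With the paper's thresholds, a log2 fold change of at least 1 in either direction and an adjusted p-value under 0.05, 360 genes were upregulated and 567 downregulated in the siGDF15 group, 927 in all. A protein-coding transcript was annotated for 279 of the upregulated and 499 of the downregulated genes. The log2 fold change reached 2 or more in either direction for 61 of the 927 genes, and 448 had a mean of under 5 FPKM. In 917 of them all 3 siGDF15 libraries lay on one side of all 3 NC libraries. Among the other 10 was PEDS1-UBE2V1, whose call rested on 2287 counts in siGDF15 replicate 1, with 0 counts in each of the other 5 libraries. Among the settings that changed 1 choice and kept both thresholds, the filter on low expression moved the total most. With a mean FPKM of at least 0.1 in place of 1, 817 genes were upregulated and 852 downregulated.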

Differential expression analysis identified 427 upregulated and 757 downregulated genes in the siGDF15 group versus controls (**Figure 3B**). 

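The deposited table assigns genes to KEGG pathways, and 4 of them were tested: cell cycle, DNA replication, p53 signaling pathway and cellular senescence. Of the 4472 tested genes with a KEGG annotation, 328 (7.33%) were differentially expressed, 125 upregulated and 203 downregulated. In the DNA replication pathway 22 of 34 tested genes were differentially expressed, all 22 of them downregulated (odds ratio 24.7, adjusted p = 5.4e-17, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests). In the cell cycle pathway the number was 39 of 115, with 37 downregulated (odds ratio 7.22, adjusted p = 9.5e-17). In the cellular senescence pathway it was 22 of 135, with 16 downregulated (odds ratio 2.56, adjusted p = 6.5e-04). In the p53 signaling pathway it was 9 of 62, with 8 downregulated (odds ratio 2.18, p = 0.035 and adjusted p = 0.053 from the same exact test). Taken alone, the 8 downregulated genes of the p53 signaling pathway gave an adjusted p of 0.011. Without NC replicate 2 the adjusted p for both directions was 0.014, with an odds ratio of 2.52, and it lay between 0.014 and 0.058 over the 6 fits that each left out 1 library. With all tested genes as the background it was 0.076. When all 302 KEGG pathways with at least 10 tested genes were tested, the p53 signaling pathway ranked 25 with an adjusted p of 0.43 from the same exact test for both directions. Over all genes of a pathway, called or not, the median log2 fold change was -1.21 for DNA replication, with 33 of 34 genes lower, and -0.34 for cell cycle, with 87 of 115 lower. Limma's camera with an inter-gene correlation of 0.01 gave adjusted p = 8.1e-25 and adjusted p = 8.4e-15 for these sets over a family of 5 sets. Both calls held under fry (adjusted p = 4.2e-05 and 5.3e-05). Fry does not compare a set with other genes, and 61.4% of tested genes changed, so this adds little. Quantile normalization moved the median of DNA replication most, to -1.01. Scaling by the total count without TMM moved that of cell cycle most, to -0.45, where the median of all tested genes was itself -0.099. The cell cycle gene with the smallest adjusted p was CDK1 (chromosome 10 from 60778331 to 60794828), which fell from 34.7 ± 0.853 FPKM (SD, n = 3) to 8.81 ± 0.379 FPKM (SD, n = 3). Its log2 fold change was -1.87 (standard error 0.049, adjusted p = 2.8e-07 from edgeR). SMC1A had a log2 fold change of -2.06, and its 3′UTR holds a site complementary to the seed of the siGDF15 antisense strand. FEN1, of the DNA replication pathway, fell from 71.5 ± 1.43 FPKM (SD, n = 3) to 24.9 ± 1.00 FPKM (SD, n = 3). The only DNA replication gene that rose was POLD4, with a log2 fold change of 0.90 (standard error 0.14, adjusted p = 5.5e-04 from edgeR).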

KEGG pathway analysis of these differentially expressed genes demonstrated significant enrichment in cell cycle regulation, DNA replication, p53 signaling pathway, and cellular senescence-related genes (**Figure 3C**). 

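Gene set enrichment was computed over all 34738 genes, ranked by the signal-to-noise ratio of FPKM between siGDF15 and NC, so that a positive score places a set at the end of genes higher in siGDF15. The 73 genes of the KEGG p53 signaling pathway had an enrichment score of -0.50 (p = 0.0026 from a gene permutation with 10000 random sets of the same size). The set therefore lay at the end of genes lower in siGDF15. Random sets treat genes as independent, so this p can be too small. The leading edge of the set held 30 genes, of which 13 also belong to the cell cycle pathway. With each library left out in turn the score stayed between -0.52 and -0.47, and the log2 ratio of mean FPKM as the ranking moved it most, to -0.57. Of the 62 genes of the pathway that were tested one by one, 23 were higher and 39 lower in siGDF15. Their median log2 fold change was -0.09 (camera, adjusted p = 0.014; fry, adjusted p = 3.1e-04). Limma on log2 of FPKM with a pseudocount of 0.1 gave -0.20 (camera, adjusted p = 0.14), in a setting where the median of all tested genes was -0.0997. Over all settings the median of the pathway stayed below 0 and its adjusted p from camera ranged from 1.1e-06 to 0.15. The 21 tested members that are also in the cell cycle pathway had a median of -0.29 and the other 41 a median of -0.08. The difference of their means was -0.46 (two-sided permutation test over genes, p = 0.017). This permutation also treats genes as independent. Among the fallen members with the smallest adjusted p were GTSE1 and RRM2, both outside the KEGG cell cycle pathway. RRM2 (chromosome 2 from 10120698 to 10211725) fell from 34.3 ± 1.63 FPKM (SD, n = 3) to 8.60 ± 0.562 FPKM (SD, n = 3), a log2 fold change of -1.89 (standard error 0.064, adjusted p = 4.5e-07 from edgeR), and GTSE1 had a log2 fold change of -1.71. The risen members included IGFBP3, CCNG1 with a log2 fold change of 0.70, CD82 with 0.83 and CDKN2A with 0.40. Of a separate list of 78 genes that p53 activates, 20 are in the KEGG pathway. Its 70 tested genes had a median log2 fold change of 0.07, with 38 higher and 32 lower (camera, adjusted p = 0.19; fry, adjusted p = 0.026). This median fell to -0.03 when counts were scaled by their total without TMM. CDKN1A (chromosome 6 from 36676460 to 36687337), which is on both lists, had 87.05 ± 9.34 FPKM (SD, n = 3) in NC and 97.9 ± 0.492 FPKM (SD, n = 3) in siGDF15. Its log2 fold change was 0.27 (standard error 0.077, adjusted p = 0.014 from edgeR), and 0.17 with adjusted p = 0.077 without TMM. Its adjusted p ranged from 0.0041 to 0.13 over all settings. MDM2 had a log2 fold change of 0.20 (standard error 0.075, adjusted p = 0.050 from edgeR), and leaving out any 1 of 5 libraries raised that adjusted p above 0.05, up to 0.16 without siGDF15 replicate 1. The 3′UTR of MDM2 also holds a site complementary to the seed of the siGDF15 antisense strand.

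**Figure D2:**
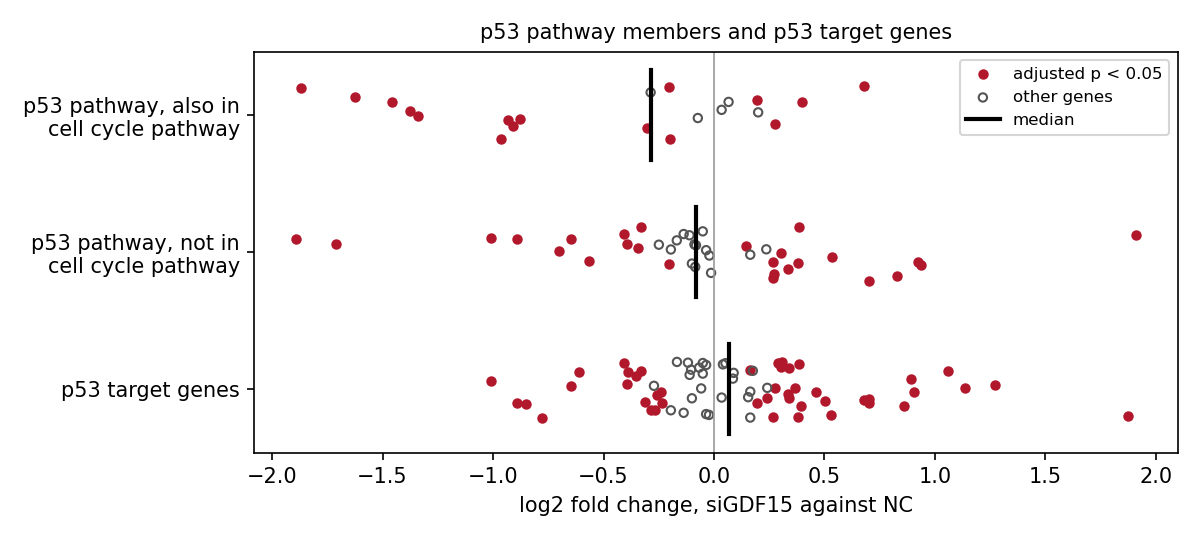
Log2 fold change between siGDF15 and NC of each tested gene, with genes at an adjusted p-value under 0.05 filled and the others open, and the median of each group as a black line. The rows hold the 21 p53 pathway members that are also in the KEGG cell cycle pathway (median -0.29), the 41 other members (median -0.08) and the 70 p53 target genes (median 0.07, or -0.03 without TMM). Vertical positions within a row are random.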

Consistently, GSEA analysis confirmed upregulation of p53 signaling pathway-associated genes in siGDF15-treated cells (**Figure 3D**). External validation using the LinkedOmics tool for KEGG and GSEA pathway analysis indicated that GDF15 downregulation positively correlated with activation of the p53 signaling pathway (**Supplementary Figure S1C**).

**Figure 3:**
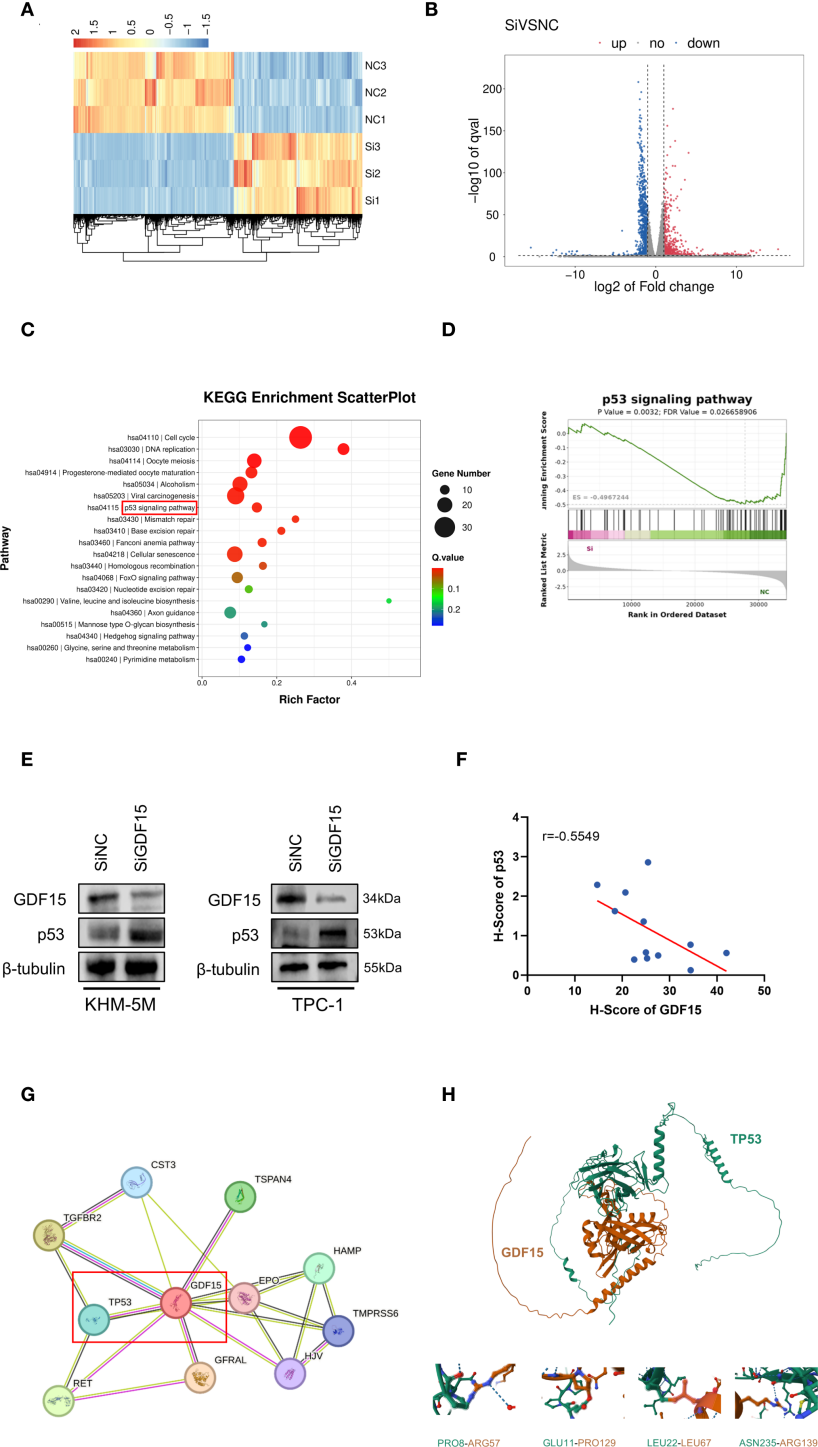
GDF15 knockdown affects the p53 signaling pathway.**(A)** Heatmap analysis of expression differential genes regulated by GDF15 in TPC-1 cells; **(B)** Volcano plot showing 427 upregulated (red) and 757 downregulated (blue) genes; **(C)** KEGG pathway analysis of the DEGs, the top 20 enriched pathways, and KEGG main class; **(D)** GSEA analysis was performed using cells with GDF15 knockdown and vector control cells; **(E)** Western blot demonstrating increased p53 protein levels upon GDF15 knockdown; **(F)** Immunohistochemical analysis of the relationship between GDF15 and p53 expression in thyroid cancer tissues(n=12);**(G)** Protein-protein interaction network of GDF15 predicted by STRING database;**(H)** Mold-predicted TP53-GDF15 heterodimer interface stabilized by key residue pairs.

Previous studies have demonstrated that GDF15 is a transcriptional target of p53. Two p53 recognition motifs (RE1 and RE2) are located in its promoter region, with RE2 specifically mediating p53-dependent transcriptional activation (12, 30–32). Multiple re-ports establish that p53 regulates GDF15 expression to influence malignant tumor progression (12, 33, 34). However, whether GDF15 reciprocally modulates p53 remains unexplored. Measurement of p53 mRNA and protein levels in GDF15-knockdown cells revealed increased p53 protein expression without corresponding changes in mRNA abundance (**Figure 3E**; **Supplementary Figure S1D**). Immunohistochemical scoring of clinical thyroid cancer specimens further supported an inverse correlation between GDF15 and p53 expression (**Figure 3F**).

Protein-protein interaction (PPI) network analysis via the STRING database suggested potential physical interactions between GDF15 and p53 (**Figure 3G**). Leveraging known protein structures of GDF15 and p53, DMFold (35) was employed to predict their binding interfaces. In the simulated TP53-GDF15 heterodimer complex, potential docking regions—including PRO8-ARG57, GLU11-PRO1239, LEU22-LEU67, and ASN235-ARG139—were predicted to stabilize the structural integrity of the TP53-GDF15 heterodimer (**Figure 3H**).

Collectively, these findings indicate that GDF15 suppresses p53 protein stability through negative feedback regulation. Its knockdown activates the p53 signaling pathway, triggering cell cycle arrest and senescence. Clinical data and structural modeling further suggest protein-level interactions between GDF15 and p53.

### 3.4 Knockdown of GDF15 induces cellular senescence in TC cells

Based on transcriptome sequencing data, we observed significant enrichment of cellular senescence-related pathways in GDF15-knockdown thyroid cancer cells (**Figures 3C**, **4A**). 

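The 151 genes of the KEGG cellular senescence pathway had an enrichment score of -0.46 (p = 3.0e-04 from a gene permutation with 10000 random sets of the same size), at the end of genes lower in siGDF15. Here too random sets treat genes as independent, so this p can be too small. The leading edge held 55 genes, of which 19 also belong to the cell cycle pathway. With each library left out in turn the score stayed between -0.46 and -0.42, and it moved most, to -0.37, when the ranking was limited to genes with a mean FPKM of at least 1. Of the 135 tested genes of the pathway, 61 were higher and 74 lower in siGDF15, with a median log2 fold change of -0.05 (camera, adjusted p = 0.19; fry, adjusted p = 1.4e-04). Over all settings the median ranged from -0.15 to 0.01. The lowest value came from limma on log2 of FPKM with a pseudocount of 0.1, with 50 genes higher and 85 lower. In that setting the median of all tested genes was -0.0997. The highest came with each library scaled to the same median, with 68 higher and 67 lower. The 37 tested members that are also in the cell cycle pathway had a median of -0.20, and the other 98 a median of -0.02, with 48 higher and 50 lower. The members that rose with the smallest adjusted p included HLA-B, with a log2 fold change of 1.21, and SQSTM1 (chromosome 5 from 179806398 to 179838078), which went from 83.8 ± 0.728 FPKM (SD, n = 3) to 130.0 ± 3.90 FPKM (SD, n = 3). Those that fell included CCNB2, with a log2 fold change of -1.34, and FOXM1 (chromosome 12 from 2857680 to 2877174), which went from 37.2 ± 1.599 FPKM (SD, n = 3) to 12.5 ± 0.974 FPKM (SD, n = 3). The log2 fold change of FOXM1 was -1.46 (standard error 0.065, adjusted p = 9.2e-07 from edgeR).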

Heatmap analysis demonstrated substantial alterations in senescence-associated gene expression profiles following GDF15 silencing (**Figure 4B**). 

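The heatmap in Fig. 4B names 18 genes, and all 18 were tested. At an adjusted p-value under 0.05, 4 were higher and 14 lower in siGDF15, both over all genes tested and adjusted over the list alone. The heatmap shows these same libraries, so the count over the list was not taken as independent evidence. All 3 siGDF15 libraries lay on one side of all 3 NC libraries for each of the 18 genes. The genes that rose were IL6, CDKN2B, IGFBP3 and HLA-E. IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002) went from 0.510 ± 0.0970 FPKM (SD, n = 3) to 2.34 ± 0.128 FPKM (SD, n = 3), a log2 fold change of 2.29 (standard error 0.16, adjusted p = 8.2e-06 from edgeR). IGFBP3 (ENSG00000146674, chromosome 7 from 45912245 to 45921272) went from 76.6 ± 9.66 to 267 ± 9.47 FPKM (SD, n = 3), a log2 fold change of 1.91 (standard error 0.083, adjusted p = 8.7e-07 from edgeR). CDKN2B had a log2 fold change of 2.21 and HLA-E of 1.54. The other 14 genes, among them CDK1, CDK2, CCNA2, CCNB1, E2F1 and MYBL2, had log2 fold changes between -1.91 and -0.96. The smallest change was that of CCND1 (93.97 ± 8.88 FPKM in NC and 44.8 ± 3.13 FPKM in siGDF15, SD, n = 3), which stayed under the paper's threshold for a differentially expressed gene. Its log2 fold change passed that threshold under 8 of 16 alternatives, among them the fits without NC replicate 2 (-1.04) and without siGDF15 replicate 1 (-1.02), and lay farthest out when counts were scaled by their total without TMM (-1.07). From the enrichment and the altered expression of senescence-associated genes, together with the SASP factors and the β-galactosidase staining, the paper concludes that GDF15 silencing induced cellular senescence.

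**Figure D3:**
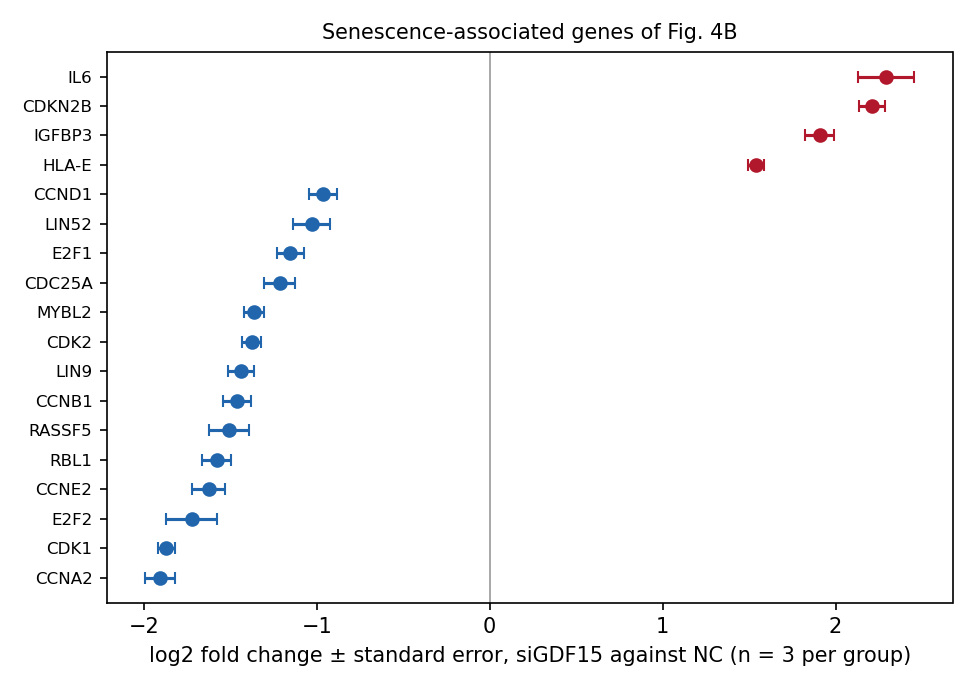
Log2 fold change between siGDF15 and NC of the 18 genes named in Fig. 4B, with the standard error of the edgeR fit as bars (n = 3 libraries per group). IL6, CDKN2B, IGFBP3 and HLA-E lie between 1.54 and 2.29 and the other 14 genes between -1.91 and -0.96.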

GDF15 has been recognized as a biomarker of cellular senescence, particularly as a component of the SASP (36, 37). Senescent cells secrete diverse factors—including pro-inflammatory cytokines/chemokines, growth regulators, and angiogenic mediators—to communicate with their microenvironment and influence neighboring cells, a phenomenon collectively termed SASP (38).To investigate whether GDF15 knockdown modulates SASP, we analyzed SASP-related factors and observed increased expression of IL6, IGFBP3, and CXCL1/2/3 in siGDF15-treated cells (**Figure 4C**). Furthermore, β-galactosidase staining assays confirmed elevated activity of senescence-associated β-galactosidase in GDF15-deficient cell lines (**Figure 4D**). These results collectively demonstrate that GDF15 silencing activates the SASP program and upregulates senescence markers (e.g., β-galactosidase activity), thereby inducing significant cellular senescence in thyroid cancer cells.

**Figure 4:**
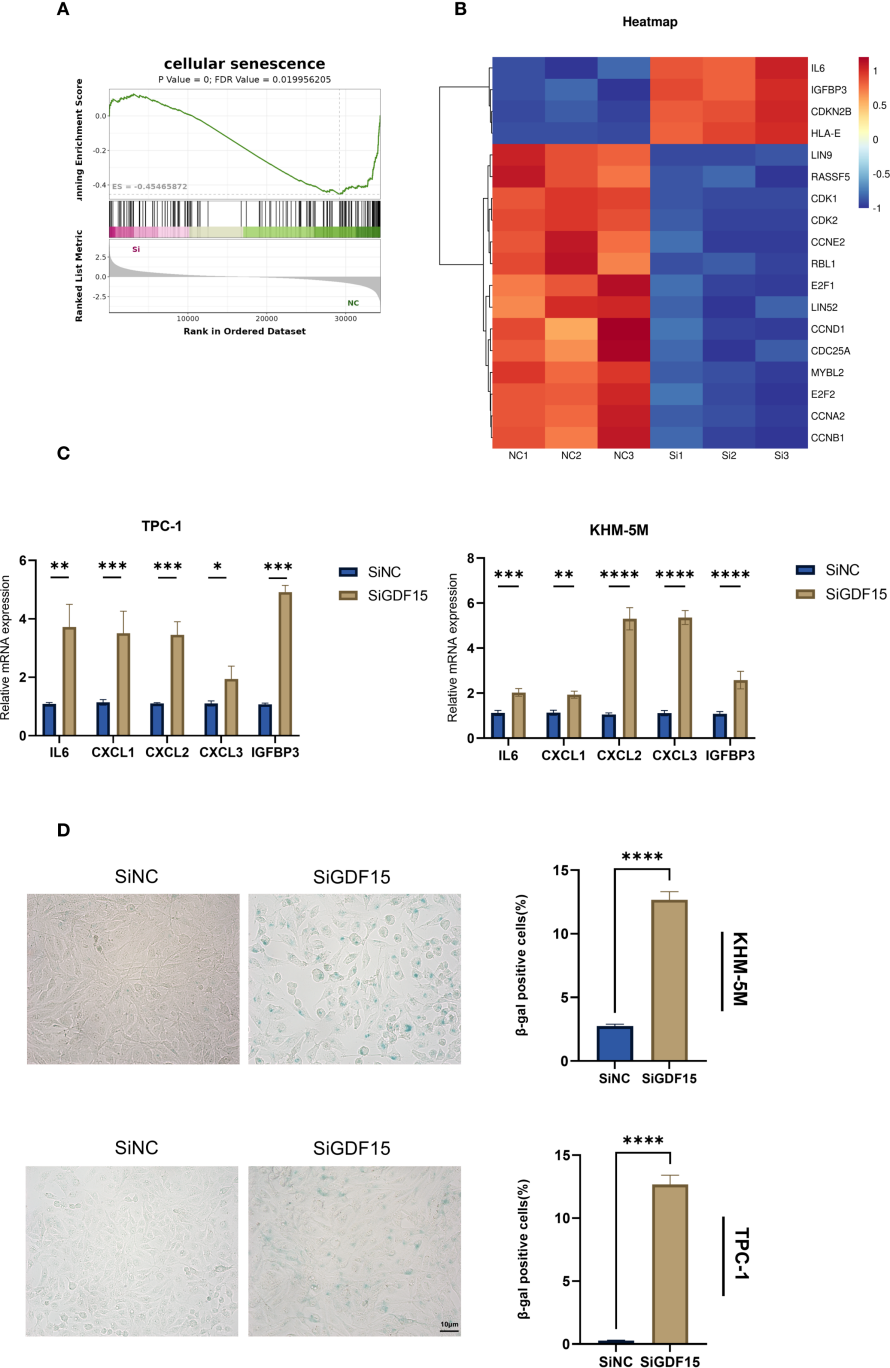
GDF15 is involved in cellular senescence in TC cells. **(A)** GSEA analysis illustrates enrichment of cellular senescence pathways; **(B)** Heatmap analysis of gene expression changes associated with cellular senescence; **(C)** The expression changes of SASP were examined using RT-qPCR; **(D)** β-galactosidase staining was used to qualitatively (left) and quantitatively (right) analyze senescence changes. For all studies n=3. Data are presented as means ± SD. Bar chart data were compared by Student’s t-test or ANOVA (ns = not significant, * p < 0.05, ** p < 0.01, *** p < 0.001, and **** p < 0.0001).

### 3.5 GDF15 promotes cellular senescence in a p53-dependent manner

Given the pivotal role of the p53 signaling pathway in cell cycle arrest and senescence (39), we hypothesized that GDF15 knockdown-induced senescence is p53-dependent. To test this hypothesis, we co-knockdown p53 using siRNA in GDF15-deficient cells. Western blot analysis showed that GDF15 silencing reduced the expression of the senescence marker Lamin B1, whereas concurrent p53 knockdown restored Lamin B1 levels (**Figure 5A**). Consistently, β-galactosidase staining assays revealed that p53 depletion rescued GDF15 knockdown-triggered cellular senescence (**Figure 5B**). Since DNA damage accumulation may drive senescence (40), we further assessed γ-H2AX expression via immunofluorescence. GDF15 knockdown significantly increased γ-H2AX foci formation, which was reversed upon combined p53 silencing (**Figure 5C**). Collectively, these findings demonstrate that GDF15 depletion induces senescence through p53-dependent mechanisms, as evidenced by the reversal of senescence markers (Lamin B1 downregulation, β-galactosidase activity) and DNA damage response (γ-H2AX accumulation) upon p53 co-knockdown. Our results establish a mechanistic link between GDF15-p53 interaction and senescence progression in thyroid cancer cells.

**Figure 5:**
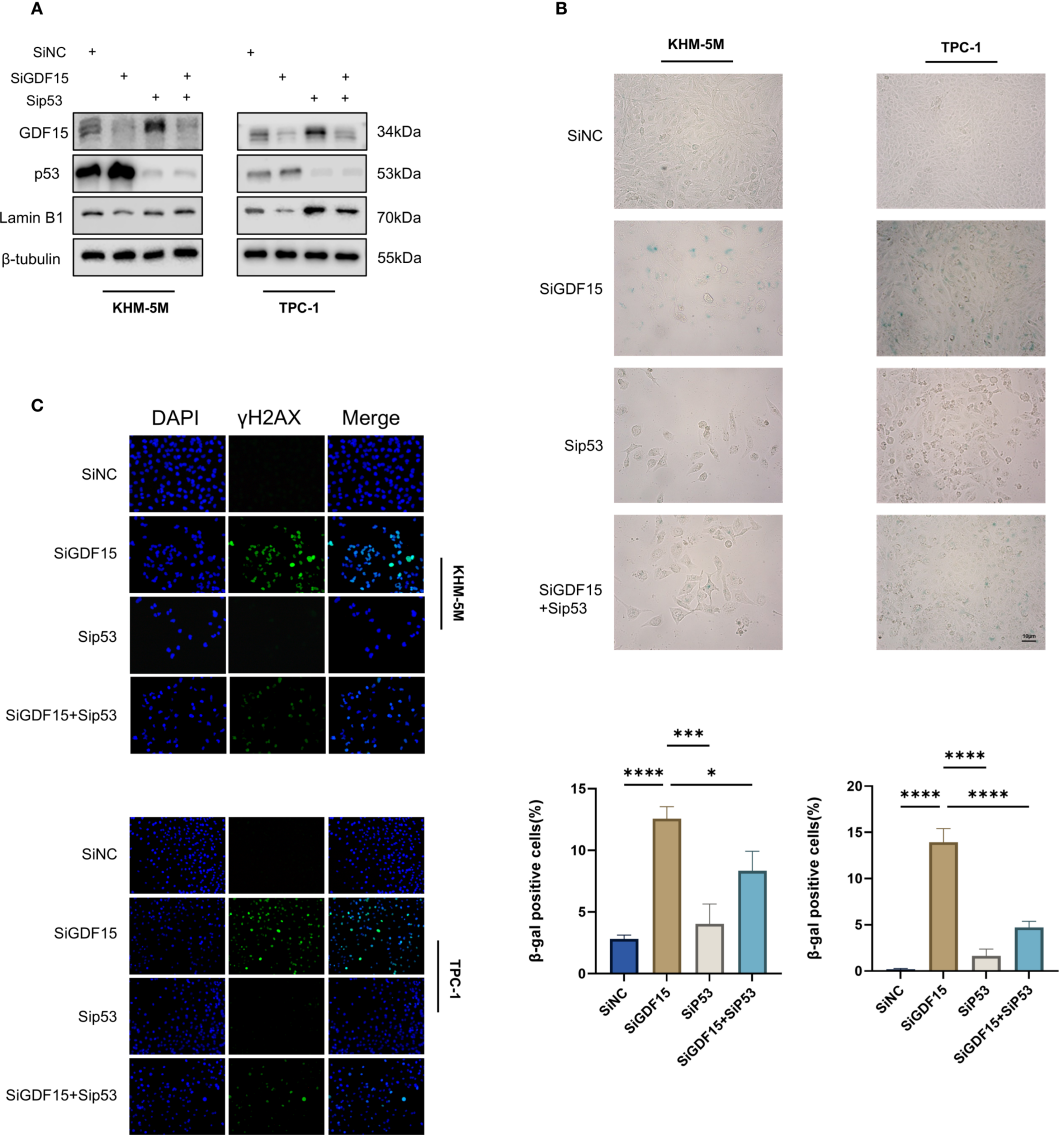
GDF15 regulates TC cell senescence through the p53 pathway. **(A)** The expression levels of GDF15, p53, and LaminB1 were analyzed by Western blot in cells transfected with siGDF15 and sip53; **(B)** Cellular senescence status was evaluated by β-galactosidase staining in cells transfected with siGDF15 and sip53; **(C)** Expression of γ-H2AX was detected using IF staining assay. Representative images of γ-H2AX are shown. Green, γ-H2AX; blue, DAPI. For all studies n=3. Data are presented as means ± SD. Bar chart data were compared by Student’s t-test or ANOVA (ns = not significant, * p < 0.05 and *** p < 0.001).

## 4 Discussion

Over the past decade, global thyroid cancer incidence has risen markedly, with Surveillance, Epidemiology, and End Results (SEER) Program data indicating an annual 3% increase in age-standardized incidence rates (41). Although standard therapies—including surgical resection, postoperative TSH suppression therapy, and radioactive iodine ablation—achieve favorable prognoses, refractory local recurrence or distant metastasis persists in subsets of patients with poor outcomes (42).

Prior studies implicate GDF15 in modulating tumor cell behaviors such as proliferation, cell cycle progression, apoptosis, invasion, and metastasis (43–45). Our findings further confirm the critical oncogenic role of GDF15 in the pathogenesis and progression of thyroid cancer (22) and provide expanded mechanistic insight: connecting GDF15 to p53-mediated cellular senescence, offering novel insights into therapeutic strategies targeting this cytokine. The association between elevated GDF15 expression and lymph node metastasis aligns with its established roles in promoting epithelial-mesenchymal transition (EMT) and extracellular matrix remodeling in other malignancies (22, 46, 47). Emerging evidence indicates that GDF exhibits tumor-suppressive properties (12, 45), while its contradictory roles across malignancies underscore its context-dependent functions within distinct tumor microenvironments, thus emphasizing the necessity for developing GDF15-targeted therapeutic strategies in precision oncology. Notably, GDF15 knockout significantly suppressed thyroid cancer cell proliferation, migration, and invasion, indicating its functional involvement in maintaining malignant phenotypes.

This study extends these observations by revealing a unique regulatory axis between GDF15 and tumor suppressor p53 in thyroid cancer. The discovery that GDF15 depletion upregulates p53 expression while inducing senescence unveils a paradoxical relationship between an oncogenic cytokine and a classical tumor suppressor. Mounting evidence suggests p53 reactivation triggers senescence bypass in cancer cells via transcriptional activation of p21 and other senescence-associated secretory phenotype (SASP) factors (39). Our data showing increased SA-β-galactosidase activity and senescence marker alterations in GDF15-knockdown cells support this paradigm. Crucially, the dependency of GDF15-mediated senescence on p53 accumulation highlights a previously unrecognized regulatory mechanism. We hypothesize that GDF15 may suppress p53 through post-translational modifications or transcriptional repression, potentially via MDM2-mediated ubiquitination pathways (48). This hypothesis warrants validation through proteasome inhibition assays and ubiquitination profiling.

Therapeutically, GDF15 inhibition-induced senescence presents dual clinical implications. While senescence may restrict tumor progression by establishing stable growth arrest, emerging evidence cautions that senescent cells paradoxically promote tumor recurrence through SASP-mediated microenvironment remodeling (49). Combining GDF15-targeted therapies with agents neutralizing SASP effects could optimize outcomes—a strategy under investigation in solid tumors (50). Investigating the co-expression patterns and interaction mechanisms between GDF15 and other tumor-regulatory genes holds substantial scientific value in the context of thyroid cancer gene expression characteristics (14, 15). Critically, given the central role of BRAF V600E mutations and RET variants in thyroid cancer molecular diagnostics and targeted therapy (51), mechanistic studies exploring functional interactions between GDF15 and these drivers (52, 53) may yield novel biomarkers, prognostic tools, and combination therapeutic targets.

Several limitations warrant acknowledgment. First, our *in vitro* models incompletely replicate the tumor microenvironment influencing GDF15 signaling; more sophisticated *in vivo* systems are required. Second, the clinical correlation between GDF15 expression and patient survival needs validation in larger multicenter cohorts. Third, the precise molecular mechanism linking GDF15 to p53 regulation—whether through direct protein interaction, epigenetic modulation, or intermediate signaling—remains unresolved. Future studies employing chromatin immunoprecipitation (ChIP) and co-immunoprecipitation (Co-IP) assays could clarify these relationships.

In summary, this study elucidates GDF15’s critical role in thyroid cancer progression. Experimental evidence demonstrates significant GDF15 overexpression in thyroid tumors, positively correlating with lymph node metastasis and other clinicopathological features. Functional assays confirm that GDF15 knockdown suppresses proliferation, migration, and invasion while inducing senescence. Mechanistically, GDF15’s oncogenic activity tightly associates with p53 signaling—its depletion upregulates p53 protein levels, and sustained p53 accumulation is prerequisite for senescence induction. Future studies should focus on developing GDF15-specific inhibitors and validating the *in vivo* efficacy, while exploring their synergistic anti-tumor effects with existing therapeutic regimens such as tyrosine kinase inhibitors (TKIs). This may provide novel avenues for advanced thyroid cancer treatment. Furthermore, the broad implications of GDF15-mediated senescence suppression in cancer progression and treatment resistance require further investigation. Exploring these directions may accelerate the clinical translation of senescence-targeted strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: GDF15 is associated with thyroid cancer progression and may modulate thyroid cancer cell senescence in a p53-dependent manner
**Source:** Front Endocrinol (Lausanne). 2025 Oct 8;16:1675245. doi: 10.3389/fendo.2025.1675245
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

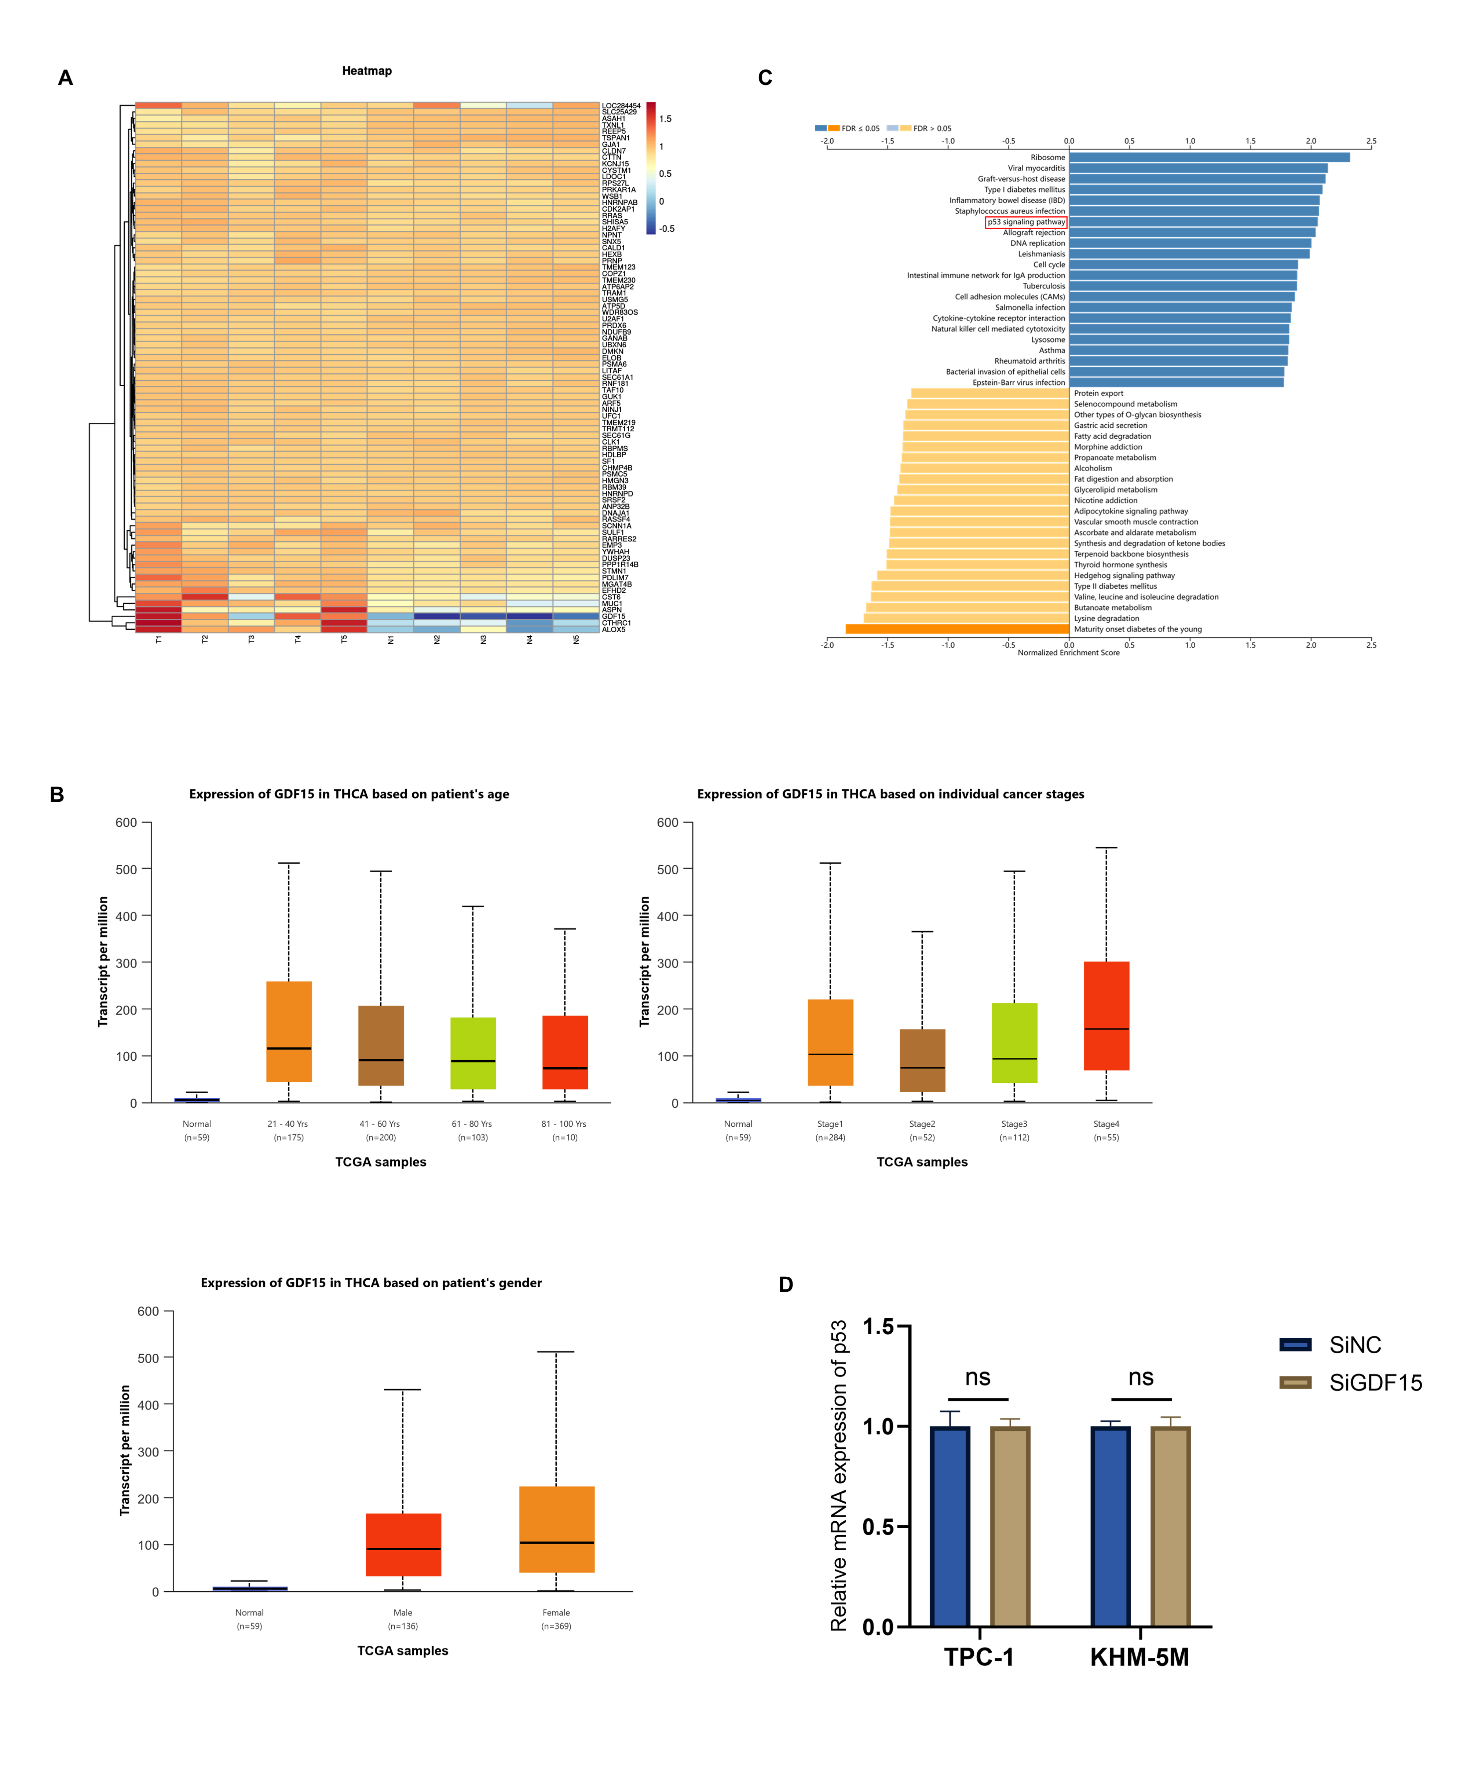

**Supplementary Figure 1.** (A) Heatmap showing expression of representative genes in thyroid cancer and paraneoplastic tissues; (B) Expression of GDF15 in TC based on patient’s age, gender and cancer stages analyzed by UALCAN; (C) LinkedOmics was used to analyze the KEGG pathways of GDF15 in THCA; (D) Changes in p53 mRNA levels following GDF15 knockdown were assessed by qRT-PCR.

**Supplementary Table 1.** Clinicopathological features of patients.

| Clinicopathological features | Number of cases (n=33) |
| --- | --- |
| Age |  |
| <55 | 26 (78.8%) |
| ≥55 | 7 (21.2%) |
| Gender |  |
| Male | 6 (18.2%) |
| Female | 27 (81.8%) |
| T stage |  |
| T1a | 26 (78.8%) |
| T1b | 4 (12.1%) |
| T2 | 3 (9.1%) |
| N stage |  |
| N0 | 18 (54.5%) |
| N1a | 12 (36.4%) |
| N1b | 3 (9.1%) |
| M stage |  |
| M0 | 33 (100.0%) |
| TNM stage |  |
| Ⅰ | 31 (93.9%) |
| Ⅱ | 2 (6.1%) |

How the deposited data were processed for this re-analysis (not part of the article)

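RNA of thyroid cancer cells transfected with siGDF15 was compared with RNA of control cells (NC), with 3 libraries per group. The paper's methods name negative control cells, with a negative control siRNA in Table 2, the legend of Fig. 3D names vector control cells, and the deposited description names a blank control. If the NC cells received no siRNA, each difference between siGDF15 and NC also holds the effect of transfection. The labels name the cell line KHM-5M and the legend of Fig. 3A names TPC-1. Total RNA was extracted, poly(A) RNA was selected and libraries were sequenced as read pairs of 150 bases on an Illumina NovaSeq instrument. The authors aligned and quantified the reads with StringTie (the methods link the HISAT2 page), and the paper's text does not name the versions, the options or the annotation release. The authors deposited FPKM values, scaled by transcript length and by the mapped fragments of each library. The deposited expected counts are whole numbers that the authors worked out from coverage, without normalization. They are not a tally of reads. The ratio of count to FPKM in each library, divided by that in NC replicate 1, had a median absolute deviation over tested genes of at most 0.0677% of its median. This measures the typical gene, and genes with few counts can depart from it. The value 4 made up 15.6% of all counts from 1 to 20. Of the values in that range 8747 were exactly 4. One read pair was therefore taken as 4 counts. The table lists 34738 genes, each with an FPKM above 0 in at least 1 library. It gives Ensembl identifiers and coordinates of GRCh38, and the positions compared were equal to those of GENCODE release 29, whose transcripts were used for the siRNA searches, transcript lengths, GC content and 3′UTRs. No column with values per library was left out.

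Total counts were 67754472, 68025163 and 67569576 in NC replicates 1 to 3 and 67672774, 51738814 and 67793417 in siGDF15 replicates 1 to 3. The total was lowest in siGDF15 replicate 2. With 3 read pairs as the limit that a count of 0 allows, 12 counts were taken as the floor of each library. Folds against a group at or under the floor were computed against the floor. Floors cover counting error only. The mitochondrially encoded genes held 6.39, 6.78 and 6.50% of counts in NC and 8.53, 9.17 and 8.54% in siGDF15. The TMM factors were 1.04, 1.04 and 1.03 in NC and 0.972, 0.958 and 0.966 in siGDF15.

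The plan was limma on log2 of FPKM plus 1 unless counts were at hand, in which case it was edgeR's quasi-likelihood test. As counts were at hand, edgeR 4.0.16 was used with TMM normalization, a two-sided test of siGDF15 against NC and Benjamini-Hochberg adjustment, and the planned filter on a mean FPKM of at least 1 was kept. Differentially expressed genes had an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. Standard errors were derived from the fold change and its quasi-likelihood F statistic. All computation was done in R 4.3.3 with limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

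KEGG membership was taken from the annotation column of the deposited table. Differentially expressed genes were tested in 4 pathways with a one-sided Fisher's exact test, for both directions together and for each alone, as a family of 12 tests, against tested genes with any KEGG annotation. The same test, and camera, were also run over the 302 pathways with at least 10 tested genes. Gene sets were tested with camera at an inter-gene correlation of 0.01 and with fry, with adjustment over 5 sets: the 4 pathways and the list of p53 target genes. The other lists, and the members of the p53 signaling pathway inside and outside the cell cycle pathway, were a further family of 14. The enrichment score was a running sum with weight 1 over genes ranked by signal-to-noise, with each SD set to at least 0.2 times the mean. Its p came from 10000 random gene sets of the same size, on the side of the score's sign. Random sets treat genes as independent, so this p can be too small where the genes of a set vary together. Permuting the labels was not used for the score, since 3 libraries against 3 cannot give a two-sided p under 0.1.

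The following were fixed before the data were examined: the tests, the thresholds, the rule for named genes, the lists of the genes of Fig. 4B, of the SASP genes measured by RT-qPCR, of other genes the paper names, of p53 targets, of SASP genes and of interferon-stimulated genes, hand-written copies of the 4 KEGG pathways, and the siRNA seed test. The alternatives fixed at that point were a pseudocount of 0.1, a mean FPKM of at least 0.1, no filter, quantile normalization, scaling each library to the same median, limma without trend, the adjusted p-value alone, DESeq2, the replicate block, all tested genes as background, the hand-written lists, other rankings for the enrichment scores, an 8-mer seed site, and each library left out in turn. The pseudocount, quantile normalization and limma without trend were run with limma on log2 of FPKM. The following were chosen after the data were seen: limma on log2 of FPKM plus 1 beside edgeR, counts divided by 4 with and without the filter, total count scaling without TMM, leaving out libraries for the enrichment scores, the KEGG enrichment tests and the seed test, and the lists of mitochondrially encoded, ribosomal protein, replication-dependent histone, ATF4 target, tRNA synthetase and NF-κB target genes, of RNAs without a poly(A) tail, and the KEGG lysosome pathway. By the rule, named genes were those of Fig. 4B, those measured by RT-qPCR and those the paper names, the 5 largest rises and 5 largest falls among differentially expressed genes whose libraries separated by group, and in each KEGG pathway the 5 risen and 5 fallen members with the smallest adjusted p. A planned result for 1 gene is not reported here.

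For the seed test, 3′UTRs of the longest coding transcript were searched for the complement of positions 2 to 8 of each antisense strand, and the difference between the medians of genes with and without a match was ranked among all 7-mers found in at least 20 genes. Length and GC trends were removed with splines of 4 degrees of freedom fitted without the genes of the set. The replicate numbers do not mark pairs: the correlations of deviations between libraries of the same number were 0.028, -0.075 and 0.046, across genes, which are not independent replicates.

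The steps were tested on simulated data with the means and sizes of these libraries. Of 200 genes with a planted log2 fold change of 1.5, edgeR recovered 198 and called 22 of the unchanged among the 11867 genes, limma recovered 198 and called 19, and DESeq2 recovered 198 and called 46. Calls were made at an adjusted p-value under 0.05 with no fold change threshold. For each tool the unchanged genes were a larger share of its calls than 0.05, so in this simulation the adjusted p-values were too small. A planted set of 60 genes with a shift of -0.5 gave a median of -0.50. Of 500 random sets, 0.8% had a p-value under 0.05 with camera, 6.4% with fry and 3.6% with the enrichment score. The simulated genes were drawn independently and only the 60 planted genes were shifted. These rates therefore do not show how the tests behave where genes vary together or where most genes change. A planted fall of -0.3 in genes with a seed 7-mer was recovered as -0.30, at rank 1.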

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

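The lists in this part were chosen after values of some of their genes had been seen, while the tests named here were set out before their own results were seen, except the medians without SASP genes and without GLB1. Of the tested genes of these lists the paper discusses by name only the β-galactosidase gene GLB1, of the lysosome pathway. The p-values are from limma's camera, adjusted over a family of 14 lists, and each list of this part with an adjusted p-value under 0.05 in camera also had one under fry. Fry does not compare a list with other genes, and 61.4% of tested genes changed, so its calls add little. For the mitochondrially encoded genes under quantile normalization, fry called a fall (adjusted p = 0.0012) where camera made no call (adjusted p = 0.65).

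All 13 mitochondrially encoded genes were higher in siGDF15, with a median log2 fold change of 0.54 (limma's camera, adjusted p = 4.1e-05). After a trend on transcript length and GC content was removed the median was 0.50, which argues against that trend as the whole cause. Depth argues against itself as well, since siGDF15 replicates 1 and 3 had as many counts as NC and the median was 0.50 without siGDF15 replicate 2. Under quantile normalization the median was -0.04 and 6 of the 13 genes were higher, a setting that gives every library the same distribution of values and so also acts on a rise shared by the most abundant genes. The rise was lost under this setting alone among those run for this list, and this setting cannot decide whether the rise is real. All 13 genes were higher under total count scaling without TMM too, with a median of 0.44. Whether more mitochondrial RNA per cell or a lower yield of other RNA lies behind the rise was not tested, and no measure of cell number or total RNA was used here.

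Of 79 ribosomal protein genes, 77 were higher, with a median log2 fold change of 0.43 (limma's camera, adjusted p = 1.3e-12) and a range from 0.25 under quantile normalization to 0.48. The median was 0.35 after the trend on length and GC content was removed. Reads shared between these genes and their processed pseudogenes were not tested. A change caused by the siRNA treatment remains open.

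Of 59 replication-dependent histone genes, 16 passed the filter, with a median log2 fold change of 1.96 (limma's camera, adjusted p = 4.2e-10). The other settings ranged from 0.68 with no filter to 2.05. Of the 16 genes 13 rose and H2AC20 (-1.29), H2BC9 (-1.27) and H2BC12 (-0.59) fell. After the trend on length and GC content was removed the median was 2.21 for the 14 genes with values, against 2.28 before. Most of these transcripts normally end without a poly(A) tail, so weaker poly(A) selection in the siGDF15 libraries would raise them together with other RNAs that lack a tail. Of 23 such RNAs only 4 passed the filter, with a median of -0.36 (limma's camera, adjusted p = 0.88), so weaker selection cannot be told apart from a rise of polyadenylated histone transcripts at this number of genes. H2AC18 and H2AC19 had nearly the same values, and reads shared between near-identical histone genes were not tested. That the rise goes with the fall of DNA replication genes is a hypothesis that was not tested.

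Of 52 tested ATF4 target genes, 43 were lower, with a median log2 fold change of -0.47 (limma's camera, adjusted p = 2.1e-16) and a range from -0.57 to -0.42 over all settings. The trend on length and GC content left it at -0.47. The 48 targets without a 3′UTR match to the siGDF15 seed had a median of -0.47 too, which argues against silencing of the targets themselves through the seed. If ATF4 activity were lower, targets whose values had not been seen would fall, and so would the cytosolic tRNA synthetases that ATF4 activates but not the mitochondrial ones. The 33 unseen targets had a median of -0.34 (limma's camera, adjusted p = 0.0011), the 12 cytosolic tRNA synthetases were all lower with a median of -0.59 (adjusted p = 8.6e-09), and the 17 mitochondrial ones had a median of -0.10 (adjusted p = 0.92). Lower ATF4 activity in siGDF15 cells is therefore a candidate explanation. The ATF4 gene itself had a log2 fold change of -0.35 (standard error 0.046, adjusted p = 2.6e-04 from edgeR). EIF2AK4, a kinase upstream of ATF4 whose 3′UTR holds an 8-mer seed site, had a log2 fold change of -0.39, so an indirect effect of the siRNA seed stays open. Both genes were chosen after their values were seen.

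Of 32 tested NF-κB target genes, 24 were higher, with a median log2 fold change of 0.36 (limma's camera, adjusted p = 2.6e-04; 95% bootstrap interval from 0.18 to 0.52) and a range from 0.23 to 0.42 over all settings. A rise of NF-κB activity had been set to need a median above 0.5, which lies inside the interval, so the test left it open. Of the 42 listed genes 8 are also in the SASP list, a kind of gene the paper discusses. The 28 tested genes outside the SASP list had a median of 0.35 with an interval from 0.13 to 0.49, which ends just under that limit. The 29 tested genes without a seed match had a median of 0.35.

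Of 105 tested genes of the KEGG lysosome pathway, 81 were higher, with a median log2 fold change of 0.34 (limma's camera, adjusted p = 3.9e-09) and a range from 0.19 to 0.40 over all settings. Without GLB1 the median was also 0.34. No explanation was tested for this pathway.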

How the results depend on the processing

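The fall of GDF15 kept its direction and an adjusted p-value under 0.05 under each of 16 alternatives (log2 fold change from -1.02 to -0.83). GDF15 was not a differentially expressed gene, since its log2 fold change of -0.92 was under the paper's threshold, but it became one with a pseudocount of 0.1 (-1.01) and with total count scaling (-1.02). The medians of the cell cycle pathway (from -0.45 to -0.29) and the DNA replication pathway (from -1.31 to -1.01) kept their direction and a camera adjusted p-value under 0.05 under each of 17. The enrichment scores stayed below 0 with p under 0.05 under each of 10 alternatives, from -0.57 to -0.45 for the p53 signaling pathway and from -0.52 to -0.37 for cellular senescence. The number of SASP genes that were higher was 4, and 5 under the lower filter and no filter, which let CXCL3 in.

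Across the 6 fits that each left out one library, the numbers of differentially expressed genes ranged from 334 to 427 upregulated and from 550 to 601 downregulated. The log2 fold change of GDF15 ranged from -0.997 to -0.861. The medians ranged from -0.14 to -0.08 for the p53 signaling pathway, from -0.08 to -0.04 for cellular senescence, from -0.38 to -0.35 for cell cycle, from -1.24 to -1.16 for DNA replication and from 0.04 to 0.12 for p53 target genes. The number of enriched KEGG pathways ranged from 3 to 4, and the p53 signaling pathway was the one added. The seed difference ranged from -0.14 to -0.13. With the replicate block, 371 genes were upregulated and 572 downregulated, of which 356 and 564 were the same genes as without it. The block is a void check of pairing, since libraries of the same number were no more alike than others.

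The numbers of differentially expressed genes followed the thresholds and the filter. With the adjusted p-value alone there were 3565 upregulated and 3721 downregulated genes. With a mean FPKM of at least 0.1 there were 817 and 852, of which 327 and 563 were the same genes, and the upregulated share rose from 38.8% to 49.0%. With no filter there were 800 and 859 (48.2% upregulated), and with counts also divided by 4 there were 1006 and 949 (51.5%). These filters test more genes, 19360 and 34738. Quantile normalization gave 193 and 345. Limma without trend and limma on log2 of FPKM plus 1 each gave 131 upregulated and 429 downregulated genes (23.4% upregulated), a pseudocount of 0.1 gave 247 and 669 (27.0%), and total count scaling gave 266 and 717 (27.1%). In these last 4 settings the median of all tested genes was between -0.0997 and -0.0813, against 0.0026. With total count scaling, all 266 upregulated genes were among the 360 of the main fit. All 567 downregulated genes of the main fit were among its 717. With libraries scaled to the same median, also in edgeR, the median of all tested genes was 0.057 and the upregulated share 44.3%. In these edgeR fits the share therefore moved with the median. Whether the shift lowered the share in the limma settings was not tested. Scaling to the same median gave 410 and 516. DESeq2 gave 356 and 559.

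The median of p53 target genes changed sign with a pseudocount of 0.1 (-0.032), limma without trend and limma on log2 of FPKM plus 1 (both -0.029), total count scaling (-0.033) and no filter (-0.0081). The fall of the p53 signaling pathway lost its camera call with a pseudocount of 0.1 (-0.20), limma without trend (-0.18), limma on log2 of FPKM plus 1 (-0.18) and quantile normalization (-0.073), with adjusted p from 0.11 to 0.15. The cellular senescence median gained a call with a mean FPKM of at least 0.1 (-0.076, adjusted p = 0.045) and with no filter (-0.13, adjusted p = 8.4e-04) and changed sign, without a call, when libraries were scaled to the same median (0.0092). Its adjusted p ranged from 8.4e-04 to 0.34. Quantile normalization reversed the median of the mitochondrially encoded genes to -0.039. This setting also acts on a rise shared by the most abundant genes, and whether that is the cause was not tested.

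Over 71 other results, 1073 of 1100 values kept their direction and side of the threshold. The exceptions were 21 weaker, 5 stronger and 1 reversed. They fell on 6 results: CDKN1A, MDM2, the Y_RNA gene and the interferon-stimulated genes became weaker, the odds ratio of the p53 signaling pathway became stronger and the mitochondrially encoded genes reversed. MDM2 lost its call in each fit that left out 1 library except without NC replicate 3. The interferon-stimulated genes lost theirs without NC replicate 2 (0.17), without siGDF15 replicate 1 (0.16) and with libraries scaled to the same median (0.27), with adjusted p from 0.0051 to 0.13 over the alternatives. The hand-written pathway lists shared 72 of 73 genes with the table for the p53 signaling pathway and all of the table's genes for the other 3 pathways, so for those 3 this alternative changes nothing. Limma on log2 of FPKM plus 1, the counts divided by 4 and total count scaling were chosen after seeing the data. Low counts limit 3 of the 5 largest falls, where the siGDF15 libraries were at or under the floor and folds are lower bounds.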

Differences from the paper's values

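The rich factor, the share of a pathway's genes that are differentially expressed, was 0.65 for DNA replication against the paper's about 0.38 in Fig. 3C, read by eye. The alternatives set before the data were examined were set for the numbers of differentially expressed genes, leaving out libraries included, and were carried over to this share. Of these, quantile normalization (0.50) came within 1.5 times of the paper's value, and a pseudocount of 0.1, a mean FPKM of at least 0.1, no filter, scaling to the same median, limma without trend, the replicate block, DESeq2, the adjusted p-value alone and each library left out in turn did not. Over all genes listed in the pathway the share was 0.61, and it came within 1.5 times of the paper's value under quantile normalization (0.47), limma without trend (0.56) and limma on log2 of FPKM plus 1 (0.56), the last chosen after seeing the values.

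For cellular senescence the rich factor was 0.16 against the paper's about 0.09 in Fig. 3C, read by eye. None of the alternatives set before the data were examined closed the gap, and the closest was quantile normalization (0.14). Over all genes listed in the pathway the share was 0.15. It came within 1.5 times of the paper's value, at 0.13, under quantile normalization, scaling to the same median, limma without trend, without NC replicate 3, and with limma on log2 of FPKM plus 1, the last chosen after seeing the values.

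The paper states that genes of the p53 signaling pathway were upregulated in siGDF15 cells. Here the enrichment score of the pathway was -0.50, at the end of genes lower in siGDF15, and 39 of its 62 tested genes were lower. The score printed in Fig. 3D is also negative, at about -0.50, read by eye.

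The paper reports the p53 signaling pathway as enriched among differentially expressed genes. Here its adjusted p was 0.053 over 12 tests, and 0.43 at rank 25 when all 302 KEGG pathways with at least 10 tested genes were tested. Over the 12 tests it was under 0.05 for downregulated genes alone (0.011), and for both directions without NC replicate 2, without NC replicate 3 and without siGDF15 replicates 1, 2 or 3, each left out alone (from 0.014 to 0.048). Leaving out libraries for this enrichment test was chosen after seeing the values. The paper does not state whether its enrichment p was adjusted. The unadjusted p here was 0.035 for both directions (one-sided Fisher's exact test). The rich factor of the pathway was 0.15, against the paper's about 0.15 in Fig. 3C, read by eye.

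The paper's counts of differentially expressed genes are 427 upregulated and 757 downregulated, against 360 and 567 here, which are within 1.5 times of each other. Without NC replicate 2 the number of upregulated genes was also 427, with 583 downregulated. Total count scaling without TMM, chosen after seeing the values, gave 717 downregulated genes with 266 upregulated.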

Other observations

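The tests by type of seed site, with counts divided by 4 and of luck by the rank of the seed site were chosen only after the results they bear on had been seen.

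Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many differentially expressed genes. The other 9 splits gave 0 genes at an adjusted p-value under 0.05, and between 34 and 131 genes at an unadjusted p under 0.05. For 67.9% of tested genes the libraries separated by group, where chance gives 10%, which argues against noise that acts on each gene alone. With 10 splits the share cannot go below 0.1, so the splits alone do not decide. The site of the siGDF15 seed ranked 15 from the lowest of 16378 7-mers, as given in the next paragraph, and GDF15 itself fell, which argues against a split by luck with no effect of the siRNA. Whether a further difference between the groups adds to the number of genes stays open. With counts divided by 4, which changes the counting noise, there were 921 differentially expressed genes against 927 among genes with a mean FPKM of at least 1. For these genes this argues against the scale of the counts as the cause of their number. With no filter, the division moved the numbers from 800 upregulated and 859 downregulated to 1006 and 949. There the number did depend on the scale.

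Genes whose 3′UTR holds CTCATTC, the complement of positions 2 to 8 of the siGDF15 antisense strand, fell relative to other genes. The 1377 genes with a match had a median log2 fold change of -0.13 and the difference from the 9140 without one was -0.14, at rank 15 from the lowest of 16378 7-mers and rank 1 of 140 of the same base composition. By the rank-sum statistic the seed 7-mer was at rank 2, and rank 1 was TCATTCA, the site for positions 2 to 7 followed by A. The site of the control siRNA of Table 2, TGTCACG, was at rank 15739 by difference, with a difference of 0.06, and the site of the siGDF15 sense strand, CATGGGA, was at rank 1993 by the rank-sum statistic. Relative to 6678 genes without a site, the difference was -0.23 for 459 genes with an 8-mer site, -0.13 for 918 with the 7-mer to positions 2 to 8, -0.13 for 990 with the 7-mer to positions 2 to 7 followed by A, and -0.04 for 1472 with a 6-mer. After a trend on 3′UTR length and GC content was removed the difference between genes with and without a match was -0.14, which argues against longer 3′UTRs (median 3131 against 1132 nucleotides) as the cause. These values are consistent with some silencing of other genes through the siRNA seed. The genes with an 8-mer site that fell with the smallest adjusted p were SMC1A (-2.06), TCF19 (-1.94) and ERP29 (-1.33), named after their values were seen.

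Silencing through the seed does not account directly for the fall of the cell cycle genes. The 99 cell cycle genes without a match had a median log2 fold change of -0.45 and the 16 with a match a median of -0.13, and none of the 34 DNA replication genes had a match. Among downregulated differentially expressed genes 13.1% had a match, the same share as among tested genes (Fisher's exact test, p = 0.95), and among upregulated ones 5.04% (p = 1.2e-05). An indirect effect, through a regulator silenced by the seed, stays open, and only 1 siRNA against GDF15 was sequenced, so it was not tested. After the trend on transcript length and GC content was removed the median of the cell cycle genes was -0.38.

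The p53 signaling pathway was predicted to fall through its cell cycle members. Members outside the cell cycle pathway had a median log2 fold change of -0.082 (limma's camera, adjusted p = 0.61; fry, adjusted p = 0.0046; 95% bootstrap interval from -0.17 to 0.16) and members inside it a median of -0.29 (limma's camera, adjusted p = 4.1e-05; fry, adjusted p = 1.5e-04; 95% bootstrap interval from -0.93 to 0.03), with a difference of means of -0.46 (permutation test over genes, p = 0.017). Both intervals hold 0 and they overlap. The difference of means and the camera values go with a fall that is larger in the cell cycle members. Fry also called the other members, and the permutation treats genes as independent. The split follows KEGG membership alone. Among the other members 25 were lower and 16 higher, and RRM2 (-1.89) and GTSE1 (-1.71) fell most. Of the members inside, 7 were higher, among them CDKN1A (0.27) and GADD45A (0.68). A fall of the other members apart from the cell cycle was therefore not shown. Whether p53 activates its targets more in siGDF15 cells stays open. The 70 p53 target genes had a median of 0.069 with an interval from -0.05 to 0.22, and 28 rose and 17 fell at an adjusted p-value under 0.05. Fry called a rise of these genes (adjusted p = 0.026) and limma's camera did not (adjusted p = 0.19). Over the alternatives the adjusted p of fry ranged from 0.0028 to 0.57, and its direction was not always a rise. It was a fall, without a call, with a pseudocount of 0.1, limma without trend, limma on log2 of FPKM plus 1 and total count scaling (from 0.11 to 0.35). The call of a rise was also lost without NC replicate 1 (0.055) and without siGDF15 replicate 1, 2 or 3 (from 0.067 to 0.086).

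Of the genes the paper measured by RT-qPCR as SASP factors, IL6, CXCL1 (2.25), CXCL2 (2.25) and IGFBP3 rose, both over all genes tested and adjusted over the list alone. CXCL3 was under the filter, with 0.392 ± 0.128 FPKM (SD, n = 3) in NC and 0.816 ± 0.0463 FPKM (SD, n = 3) in siGDF15. Among other genes the paper names, LMNB1 had a log2 fold change of -1.47, H2AX of -1.55, GLB1 of 1.17 and STAT3 of 0.34. S1PR1, named after its value was seen, rose from 0.408 to 2.62 FPKM, a log2 fold change of 2.78. The SASP list, with 26 tested genes of which 21 were higher, had a median log2 fold change of 0.28 (limma's camera, adjusted p = 5.2e-04). At an adjusted p-value under 0.05, 16 of them changed, both over all genes tested and adjusted over the list alone. Over all genes tested, 12 rose and 4 fell. The median of the list ranged from 0.14 with limma without trend, where 17 of the 26 genes were higher, to 0.34 without siGDF15 replicate 1.

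An interferon response to transfected RNA had been set to need a median above 0.5. The 30 tested interferon-stimulated genes had a median log2 fold change of 0.22 (limma's camera, adjusted p = 0.0499 over 14 lists; 95% bootstrap interval from 0.02 to 0.44), with 21 higher, which argues against a difference of that size between the groups. A smaller one stays open, and so does a response shared by both groups if the NC cells also received an siRNA.

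Over 302 KEGG pathways, 13 were enriched among differentially expressed genes at an adjusted p-value under 0.05, and by camera 16 rose and 14 fell. DNA replication and cell cycle ranked 1 and 2, and systemic lupus erythematosus and alcoholism, which hold many histone genes, ranked 3 and 4. Cellular senescence ranked 12, and the p53 signaling pathway ranked 25 with an adjusted p of 0.43.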
